# ROCK1/2 signaling contributes to corticosteroid-refractory acute graft-versus-host disease

**DOI:** 10.1038/s41467-024-44703-7

**Published:** 2024-01-10

**Authors:** Kristina Maas-Bauer, Anna-Verena Stell, Kai-Li Yan, Enrique de Vega, Janaki Manoja Vinnakota, Susanne Unger, Nicolas Núñez, Johana Norona, Nana Talvard-Balland, Stefanie Koßmann, Carsten Schwan, Cornelius Miething, Uta S. Martens, Khalid Shoumariyeh, Rosa P. Nestor, Sandra Duquesne, Kathrin Hanke, Michal Rackiewicz, Zehan Hu, Nadia El Khawanky, Sanaz Taromi, Hana Andrlova, Hemin Faraidun, Stefanie Walter, Dietmar Pfeifer, Marie Follo, Johannes Waldschmidt, Wolfgang Melchinger, Michael Rassner, Claudia Wehr, Annette Schmitt-Graeff, Sebastian Halbach, James Liao, Georg Häcker, Tilman Brummer, Joern Dengjel, Geoffroy Andrieux, Robert Grosse, Sonia Tugues, Bruce R. Blazar, Burkhard Becher, Melanie Boerries, Robert Zeiser

**Keywords:** Translational research, Graft-versus-host disease

## Abstract

Patients with corticosteroid-refractory acute graft-versus-host disease (aGVHD) have a low one-year survival rate. Identification and validation of novel targetable kinases in patients who experience corticosteroid-refractory-aGVHD may help improve outcomes. Kinase-specific proteomics of leukocytes from patients with corticosteroid-refractory-GVHD identified rho kinase type 1 (ROCK1) as the most significantly upregulated kinase. ROCK1/2 inhibition improved survival and histological GVHD severity in mice and was synergistic with JAK1/2 inhibition, without compromising graft-versus-leukemia-effects. ROCK1/2-inhibition in macrophages or dendritic cells prior to transfer reduced GVHD severity. Mechanistically, ROCK1/2 inhibition or ROCK1 knockdown interfered with CD80, CD86, MHC-II expression and IL-6, IL-1β, iNOS and TNF production in myeloid cells. This was accompanied by impaired T cell activation by dendritic cells and inhibition of cytoskeletal rearrangements, thereby reducing macrophage and DC migration. NF-κB signaling was reduced in myeloid cells following ROCK1/2 inhibition. In conclusion, ROCK1/2 inhibition interferes with immune activation at multiple levels and reduces acute GVHD while maintaining GVL-effects, including in corticosteroid-refractory settings.

## Abstract (web summary)

Steroid-refractory acute graft-versus-host disease (aGVHD) is associated with a low one-year survival rate. Here, the authors show that ROCK1 is upregulated in leukocytes from patients with steroid-refractory aGVHD and that ROCK1/2 inhibition reduces the severity of aGVHD in mice by interfering with activation of multiple immune cell types.

## Introduction

Acute graft-versus-host disease (aGVHD) is a major complication after allogenic hematopoietic cell transplantation (allo-HCT). Overall, 30–60% of patients develop grade II-IV aGVHD, 14% grade III-IV aGVHD^1–3^ and 30–40% chronic GVHD (cGVHD)^4^. aGVHD pathophysiology is based on the activation of donor T cells that expand and attack the tissues of the recipient. In recent years, several groups including our own have shown that also innate immune cells can contribute to aGVHD including neutrophil granulocytes (neutrophils)^5,6^ and inflammatory monocytes^7,8^, which are activated by pathogen-associated molecular patterns and damage-associated molecular patterns^9,10^. The first line treatment of aGVHD are corticosteroids with a response rate of 40–60%. Patients with corticosteroid-refractory (SR) aGVHD (SR-aGVHD) have a dismal prognosis with a reported one-year survival rate that ranges between 10 and 38%^11^. Most second line therapeutic regimens such as calcineurin inhibitors, antimetabolites (methotrexate and mycophenolate)^12^, or anti-thymocyte globulin^13,14^ target the alloreactive T cell activation and expansion. Since these T cell-targeted therapies are not overall successful, it is conceivable that besides T cells, other immune cells maintain the inflammatory local milieu that promotes steroid-refractoriness. Rho-associated coiled-coil-containing protein kinase (ROCK) 1 and 2 are two isoforms that share 92% homology in their kinase domain^15^ and are activated when bound to the GTP-bound form of Rho, thereby regulating the phosphorylation of downstream targets, including LIM kinase 1 and 2^16^ and MYPT1^17^. ROCKs are engaged in various cellular activities including cell shape, migration capabilities, proliferation, and apoptosis^18–20^. In the last decades, ROCK1 and 2 have been identified as important molecules in tumorigenesis^21,22^ cardiovascular diseases^23^ and autoimmunity in mice^24^, moreover T-cell receptor (TCR) signaling and the acquisition of the appropriate T cell effector program was shown to be dependent on ROCK1^25^. In line with these findings, ROCK2 has been demonstrated to downregulate pro-inflammatory cytokines, such as Il-17 and IL-21 via a STAT3-dependent mechanism^26,27^ and the ROCK2-inhibitor belumosudil has recently been approved by the FDA for the treatment of SR-cGVHD^28^. In this study, using an unbiased approach, we report that ROCK1 is highly upregulated in myeloid cells of patients with SR-aGVHD. We also test the hypothesis that ROCK1/2 inhibition reduces myeloid cell activation and thereby also aGVHD severity in a murine GVHD model.

## Results

### ROCK1/2 are found in myeloid cells during SR-aGVHD

To characterize the immune cell types found in aGVHD lesions of patients who had failed corticosteroids, we analyzed human intestinal biopsies. We observed that myeloperoxidase (MPO) positive cells increased in SR-aGVHD lesions as compared to biopsies of patients post allo-HCT that had steroid-responsive aGVHD (Fig. 1a, b). CD14^+^ monocytes and T cells (CD3^+^) were also detectable in SR-aGVHD (Fig. 1a, b). A high dimensional flow-cytometry-based analysis performed on leukocytes derived from the peripheral blood of healthy donors or patients with responsive aGVHD or SR-aGVHD revealed that SR-aGVHD patients exhibited a reduced frequency and absolute numbers of lymphocytes leading to relatively increased percentages of neutrophils (Fig. 1c–k). Conversely, there was no difference in monocyte frequencies or absolute numbers in patients with responsive aGVHD compared to SR-aGVHD (Fig. 1c–k). Furthermore, we found CD45^+^ cells from SR-aGVHD patients to express higher levels of myeloperoxidase in comparison to those from aGVHD patients that responded to steroids (Fig. 1l).

**Fig. 1:**
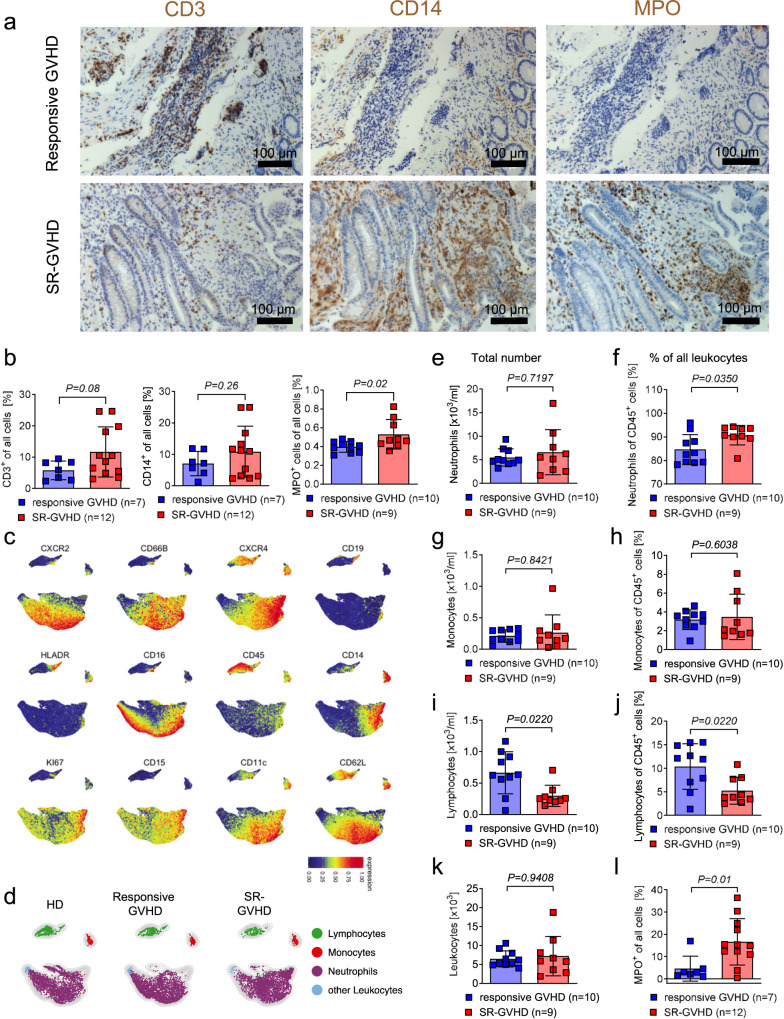
Neutrophils and monocytes are increased in aGVHD lesions and blood of SR-aGVHD patients. **a** Representative immunohistochemistry staining (brown) for CD3, CD14, and myeloperoxidase (MPO) in intestinal tissue biopsies derived from patients with SR-aGVHD or patients with steroid responsive aGVHD, Scale bar: 100 µm. **b** Quantification of CD3^+^, CD14^+^ or MPO^+^ cells in intestinal tissue biopsies derived from patients with SR-aGVHD (*n* = 12 for CD3^+^ and CD14^+^, *n* = 9 for MPO^+^) versus responsive GVHD (*n* = 7 for CD3^+^ and CD14^+^, *n* = 10 for MPO^+^). Each dot represents one patient. Percentage represents positive cells / all cells (36 high power fields analyzed per sample) are shown. Plots show mean +/− SD and *P*-value was calculated by two-tailed unpaired student *t*-test. **c** Expression intensity of indicated markers on stochastically selected leukocytes (defined as single/CD45^+^) from healthy donors (HD, *n* = 12), steroid-responsive aGVHD patients (*n* = 10) and SR-aGVHD patients (*n* = 9) visualized by UMAP. **d** FlowSOM clustered leukocyte subsets are overlaid on the UMAP plot for each condition separately. Leukocytes were derived from healthy donors (HD, *n* = 12), steroid-responsive aGVHD patients (*n* = 10) and SR-aGVHD patients (*n* = 9) visualized by UMAP. **e**–**j** Frequency and absolute counts of neutrophils, monocytes, and lymphocytes from steroid-responsive GVHD (*n* = 10) and SR-aGVHD patients (*n* = 9). Each dot represents one patient. Plots show mean +/− SD and *P*-value was calculated by Mann–Whitney test. **k** Absolute counts of leukocytes from steroid-responsive GVHD (*n* = 10) and SR-aGVHD patients (*n* = 9). Each dot represents one patient, plots show mean +/− SD and *P*-value was calculated by Mann–Whitney test. **l** The scatter plot shows MPO^+^ cells relative to all cells in percent derived from the peripheral blood of patients with steroid-responsive aGVHD (*n* = 7) or SR-aGVHD (*n* = 12). Each dot represents one patient. Plots show mean +/− SD and *P*-value was calculated two-tailed unpaired student *t*-test.

Based on the high levels of MPO positive cells and neutrophils found in the blood and in lesions from SR-aGVHD patients, we next isolated leukocytes from peripheral blood and submitted them to protein isolation and Kinet-1 bead-based enrichment of activated and hence ATP analogue binding kinases as reported by others^29^. Mass-spectrometry-based proteomics analysis revealed seven highly upregulated kinases in SR-aGVHD compared to patients post allo-HCT that did not have aGVHD (Fig. 2a). Five identified kinases were involved in metabolic processes (PKM, PHKB, PIK3R4, HK3, and PIP4K2A) and difficult to target pharmacologically because of potential side effects. ROCK1 was most abundantly upregulated and is a targetable kinase with a selective inhibitor that is commercially available^30^. We therefore chose ROCK1 for further studies and validated the proteomics data with flow-cytometry. Using an antibody that binds both ROCK1 and ROCK2, we found that these molecules were more highly expressed in SR-aGVHD patients compared to healthy individuals, in peripheral blood mononuclear cells (PBMC) (Fig. 2b, c) and in CD14^+^ cells (Fig. 2d, e).

**Fig. 2:**
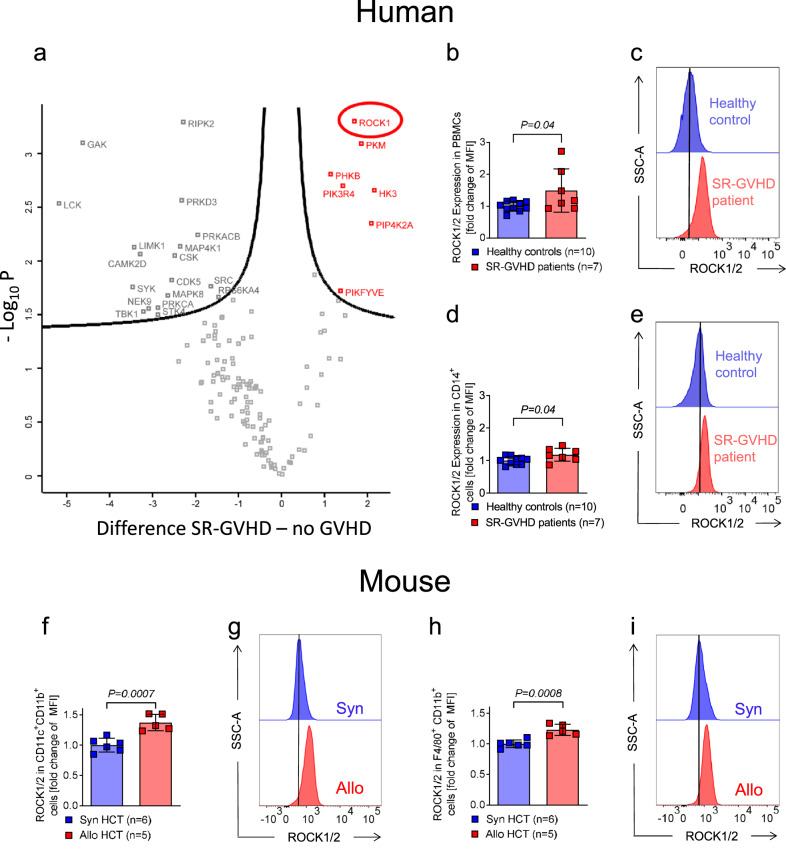
ROCK1/2 is increased in patients with aGVHD and in mice after allogenic BMT. **a** The volcano plot shows significant protein abundance differences of activated kinases isolated from patients without aGVHD (*n* = 6) and patients with SR-aGVHD (*n* = 6). Kinases were enriched by kinase-bead based selection as reported by others^41^. The graph shows in red the kinases that were significantly more abundant in patients with SR-aGVHD (*t*-test, permutation-based FDR < 0.05). **b** The scatter plot shows the quantification (fold change of MFI) of ROCK1/2 expression in PBMCs of healthy controls versus SR-aGVHD patient samples. Each data point represents an individual patient and values were normalized to the mean of the control group. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **c** Representative histograms of ROCK1/2 expression in PBMCs of healthy controls and SR-aGVHD patients as indicated. **d** The scatter plot shows the quantification (fold change of MFI) of ROCK1/2 expression in CD14^+^ cells of healthy controls versus SR-aGVHD patient samples. Each data point represents an individual patient and values were normalized to the mean of the control group. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **e** Representative histograms of ROCK1/2 expression in CD14^+^ cells of healthy controls and GVHD patients as indicated. **f** The scatter plot shows the quantification (fold change of MFI) of ROCK1/2 expression in CD11c^+^CD11b^+^ DCs isolated from the spleen of mice on day 14 after syngeneic HCT or allogeneic HCT as indicated. The experiment was performed three times, each data point represents one mouse and values were normalized to the mean of the control group. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **g** Representative histograms of ROCK1/2 expression in CD11c^+^CD11b^+^ DCs. **h** The scatter plot shows the quantification (fold change of MFI) of ROCK1/2 expression in CD11b^+^ F4/80^+^ macrophages isolated from the spleen of mice on day 14 after syngeneic HCT or allogeneic HCT as indicated. The experiment was performed two times, each data point represents one mouse and values were normalized to the mean of the control group. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **i** Representative histograms of ROCK1/2 expression in CD11b^+^ F4/80^+^ macrophages.

To validate our findings in humans also in mice, we next studied ROCK1/2 in dendritic cells (DC) and macrophages isolated from mice undergoing allogeneic-HCT compared to syngeneic-HCT. We observed that ROCK1/2 was upregulated in DCs and macrophages isolated from mice undergoing allogeneic-HCT compared to syngeneic-HCT (Fig. 2f–i). These findings indicate that the connection between aGVHD and ROCK1/2 expression seen in patients also exists in mice. The association of aGVHD and the abundance of ROCK1/2 expressing leukocytes prompted us to further investigate the function of ROCK1/2 in the development of aGVHD to evaluate if a pathway intervention has therapeutic potential.

### ROCK1/2-inhibition reduces aGVHD severity and immune activation at multiple levels in myeloid cells

To understand if ROCK1/2-inhibition has therapeutic activity against aGVHD we treated recipient mice (C57BL/6 into BALB/c) with the ROCK1/2-inhibitor Y-27632. To date, no fully ROCK1 isoform-specific inhibitor has been generated because the ROCK1 and ROCK2 isoforms exhibit 90% sequence homology in their ATP binding sites^15,31^. Y-27632 inhibits the kinase activity of both isoforms with the following dissociation constant of the enzyme-inhibitor complex (Ki): ROCK1 (Ki = 140/220 nM) and ROCK2 (Ki = 300 nM)^32^. We found that ROCK1/2-inhibition with Y-27632 improved survival compared to vehicle (Fig. 3a) and reduced aGVHD histopathology scores (Fig. 3b–d). The scores were determined on the basis of crypt apoptosis (0-4) and inflammation (0-4) in the small and large intestines, and liver was assessed for bile duct injury (manifest by nuclear hyperchromasia, nuclear crowding, infiltrating lymphocytes, and cytoplasmic vacuolation) and inflammation (infiltration with lymphocytes, neutrophils and eosinophils). Disease was scored between 0 and 4 based on the number of involved tracts and the severity of disease in each tract^33^. ROCK1/2-inhibition did not interfere with engraftment as a 100% donor chimerism was seen on day 30 after allo-HCT in vehicle and ROCK1/2-inhibitor treated mice (Supplementary Fig. 1a–d). Moreover, ROCK1/2-inhibition led to a reduction of CD11b^+^ cells within the CD45^+^ cells in the small intestines (Fig. 3e). Gene expression analysis of CD11b^+^ splenocytes isolated on day 14 after allo-HCT revealed a separation of the cluster of vehicle-treated mice compared to the cluster of ROCK1/2-inhibitor treated mice (Fig. 3f). 

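CD45+CD11b+ cells, a gate that holds neutrophils, monocytes and macrophages, were sorted from the spleens of 4 mice treated with the ROCK1/2-inhibitor Y-27632 and of 3 vehicle-treated mice on day 14 after allo-HCT from C57BL/6 donors into BALB/c recipients. The inhibitor was given intraperitoneally at 8 mg/kg from day 4 to day 13, and vehicle mice received PBS. Gene expression was measured on Clariom S Mouse arrays, which report the level of each gene as the brightness of a group of probes called a transcript cluster, with 1 array per mouse. The mice are named R1 to R4 in the inhibitor group and V2 to V4 in the vehicle group, after the numbers in the sample labels. The methods name a Qiagen miRNeasy kit for RNA isolation and the sample labels a PicoPure kit. One field of the labels describes reticular cells that make CXCL12, while the others name CD11b+ CD45+ spleen cells, as the paper does, and the samples were read as the paper describes them. The authors normalized the arrays by Robust Multi-Array Average (RMA) and deposited log2 intensities, with array medians between 2.14 and 2.19. From there, 22139 transcript clusters were compared between the groups with limma, and p-values were adjusted by the Benjamini-Hochberg method, as in the methods. Of these transcript clusters, 19527 carry 1 gene symbol, for 19494 genes, and the others were tested without a name. The number of arrays limits the precision: among simulated genes with a log2 fold change of 1, 49 of 100 were recovered in the comparison of 4 with 3 arrays, and 91 of 100 with a log2 fold change of 2. The simulated noise was independent between genes, so differences that many genes of an array share were not part of it.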

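Ly96, which encodes the TLR4 co-receptor MD-2, rose from a log2 intensity of 6.59 ± 0.57 (SD, n = 3) in vehicle-treated mice to 9.11 ± 0.33 (SD, n = 4) in ROCK1/2-inhibitor treated mice, a log2 fold change of 2.52 (standard error 0.28, adjusted p = 0.0164 from limma). Aif1, which encodes the macrophage protein IBA1, rose by 2.24 on the log2 scale, Ssb, whose protein binds the ends of RNA polymerase III transcripts, by 2.08, and Ifi207, a member of an interferon-inducible gene family, by 2.01. Lgals3, which encodes galectin-3, fell from 7.44 ± 0.84 (SD, n = 3) to 4.56 ± 1.13 (SD, n = 4), a log2 fold change of −2.88 (standard error 0.59, adjusted p = 0.0435 from limma). S1pr4, a receptor for sphingosine 1-phosphate on leukocytes, fell by 2.69, Coro1a, an actin-binding protein of leukocytes, by 2.45, Agtrap by 2.26 (adjusted p = 0.00518) and Lrg1 by 2.12 on the log2 scale. The histone genes H3c11 and H3c6, whose near-identical copies the probes may not tell apart, fell by 2.14 and 2.08. The other genes among the 10 largest increases were Uprt, Akap7, Prpf39, Hmgn5, Cetn3 and BC028528, and the other genes among the 10 largest decreases were Ptpa, Rmrp and B4galnt1. The arrays of the groups did not overlap in 13.3% of all transcript clusters, against 5.71% by chance. Over all of them, the first principal component held 41.0% of the variance and the second 17.3%. Mice R2, R3 and R4 lay at −24.8, −32.7 and −43.5 on the first component and R1 at −1.21, while V4, V3 and V2 lay at 19.7, 38.3 and 44.2 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 3 allow). The share of the total sum of squares that lay between the groups was 35.8% (exact permutation test, p = 0.0286). With each row scaled to unit variance this share was 23.8% (exact permutation test, p = 0.0571). Pairs of arrays correlated at 0.964 on average within the inhibitor group, at 0.968 within the vehicle group and at 0.947 between the groups.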

The analysis also revealed a reduced expression of genes related to *IL-6* and *JAK-STAT3* signaling in the ROCK1/2-inhibitor group (Fig. 3g), which are pro-inflammatory signaling events with a known connection to aGVHD in mice^34^ and patients^35^. 

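Ebi3, a subunit of the cytokines IL-27 and IL-35, Tnfrsf21, which encodes death receptor 6, and Acvr1b, a receptor for activin, fell with ROCK1/2-inhibition among the 21 genes drawn in Fig. 3g. Ebi3 had a log2 intensity of 6.14 ± 0.59 (SD, n = 3) in vehicle-treated and 4.40 ± 0.55 (SD, n = 4) in inhibitor-treated mice, a log2 fold change of −1.74 (standard error 0.34, adjusted p = 0.0402 from limma). The log2 fold change was −1.26 for Tnfrsf21 (adjusted p = 0.0232) and −1.05 for Acvr1b (adjusted p = 0.0269). The remaining 18 genes of the panel did not pass the test, and each had a lower mean with the inhibitor. Among them, Tnf had a log2 fold change of −1.14 (adjusted p = 0.0632), Tnfrsf1a, a TNF receptor, of −0.93 (adjusted p = 0.0618), the feedback inhibitor Socs1 of −0.86 (adjusted p = 0.0589), Il18r1 of −0.77 (adjusted p = 0.0532) and Stat3, for which R1 stood apart from the other inhibitor arrays, of −0.76 (adjusted p = 0.208). Of the 21 genes, 17 were lower when adjusted over the list alone. The panel draws downregulated genes of the same samples, so neither count is independent evidence of its direction. Il6 itself, at 3.10 ± 0.51 (SD, n = 4) with the inhibitor and 2.80 ± 0.20 (SD, n = 3) with vehicle, had a log2 fold change of 0.30 (adjusted p = 0.697). Both means lie below the upper quartile of every array (3.35 to 3.68), so a fall of Il6 could be hard to see. In a list of IL-6 and JAK-STAT3 signaling genes written from general knowledge, 84 were measured, of which the same 3 genes fell, Il1b rose and 80 did not pass the test. Adjusted over the list alone, 10 of its genes were lower and 1 was higher. Its mean log2 fold change was −0.11, with 50 genes below 0 and 34 above (adjusted p = 0.369 from limma's camera test, and adjusted p = 0.892 with an estimated correlation), and −0.036 without V4. The 3 called genes of the panel lost their call without any one of R2, R3, R4, V2 and V3. The paper relates these genes to pro-inflammatory signaling with a known part in aGVHD and went on to measure IL-6 and TNF protein in CD11c+CD11b+ cells.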

To validate these results on the protein level we used flow-cytometry and found a decrease of the pro-inflammatory cytokines IL-6 and TNF in CD11c^+^CD11b^+^ cells isolated from the spleens of mice treated with ROCK1/2-inhibitor compared to mice treated with vehicle (Fig. 3h–k). Both IL-6 and TNF are cytokines with a known role in aGVHD^36^.

**Fig. 3:**
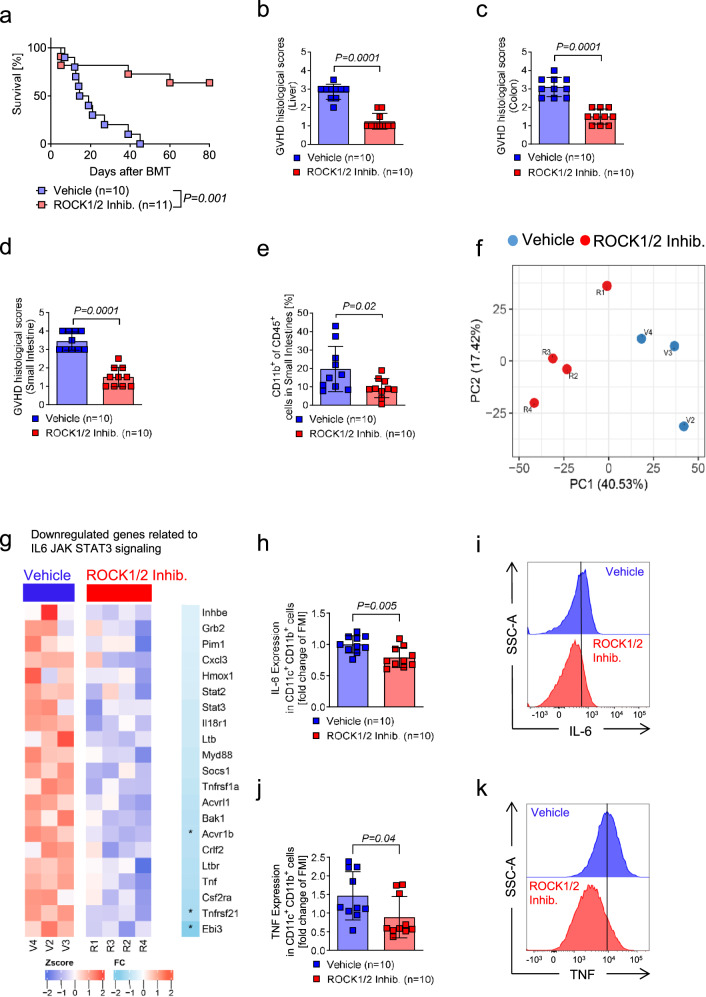
ROCK1/2-inhibition reduces aGVHD in mice and causes downregulation of genes related to IL6 JAK STAT3 signaling in CD11b^+^ cells. **a**–**k** Mice underwent allo-HCT to induce aGVHD. Mice in the ROCK1/2-inhibitor group were treated intraperitoneal with 8 mg/kg ROCK1/2-inhibitor (dissolved in 100 µl PBS) from day 4 to day 13, mice in the vehicle group were treated intraperitoneal with an equal volume PBS. **a** Survival of mice was plotted by using the Kaplan–Meier method and compared by using a log-rank (Mantel Cox) test. Depicted are 10 mice in the vehicle group and 11 mice in the ROCK1/2-inhibitor group. The experiment was performed twice. **b**–**d** Histological aGVHD scoring of liver (**b**), colon (**c**) and small intestine (**d**) of mice on day 14 after allo-HCT that received either ROCK1/2-inhibitor or vehicle treatment. Depicted are 10 mice in each group. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **e** The scatter plot shows the percentage of CD11b^+^ cells of all CD45^+^ cells in the lamina propria of small intestine on day 14 after allo-HCT, which equals 10 days of ROCK1/2-inhibitor or vehicle treatment. Depicted are 10 mice each group. The experiment was performed twice. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **f** Principal Component (PC) Analysis based on gene expression, determined by mRNA-microarray of CD45^+^CD11b^+^ cells that were FACS-isolated from the spleen of mice on day 14 after allo-HCT, which equals 10 days of ROCK1/2-Inhibitor or vehicle treatment. Depicted are four mice in the ROCK1/2-inhibitor group (red) and three mice in the vehicle group (blue). **g** The heatmap shows downregulated genes involved in IL6_JAK_STAT3_signaling. Color scale represents the row-wise z-score intensity. * indicates significant changes in gene expression. **h** The scatter plot shows the MFI of *Il-6* expression in CD11c^+^CD11b^+^ DCs isolated from the spleen on day 14 after allo-HCT. The experiment was performed three times, each data point represents one mouse and values were normalized to the mean of the control group. The plot show mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **i** Representative histograms of *Il-6* expression in CD11c^+^CD11b^+^ DCs isolated from the spleen on day 14 after allo-HCT. **j** The scatter plot shows the MFI of *Tnf* expression in CD11c^+^CD11b^+^ DCs isolated from the spleen on day 14 after allo-HCT. The experiment was performed three times and each data point represents one mouse. The plot show mean +/− SD and the *P*-value was calculated using an two-tailed unpaired student *t*-test. **k** Representative histograms of *Tnf* expression in CD11c^+^CD11b^+^ DCs isolated from the spleen on day 14 after allo-HCT.

### ROCK1/2-inhibition reduces stimulatory activity, co-stimulatory molecule and pro-inflammatory cytokine expression and migratory activity of DCs

A central event in the pathogenesis of aGVHD is the activation of CD8^+^ effector T cells by DCs. To test if ROCK1/2-inhibition affects the stimulatory activity of DCs, we exposed DCs to Y-27362 for two hours, then washed the DCs and used them as stimulator for allogeneic T cells. The percentage of proliferating CD8^+^ cells was reduced when DCs had been exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle (Fig. 4a, b). Consistent with reduced stimulatory activity of the DCs, the expression of CD80 and CD86 was reduced on DCs exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle (Fig. 4c, d). Furthermore, relative *iNOS* and *Il-6* mRNA expression was reduced when DCs were exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle under LPS stimulation (Fig. 4e, f). The observation that ROCK1/2-inhibition reduced *iNOS* production, which is an indicator of ROS production, is consistent with a role of ROS for tissue damage in aGVHD^5^. Conversely, *Il-10* mRNA expression, which exerts anti-inflammatory effects during aGVHD^37^, was increased in DCs exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle (Fig. 4g). DC migration is an essential process in the pathogenesis of aGVHD, as it was shown that DCs derived from the intestinal tract present antigen to donor T cells in mesenteric lymph nodes^38^. Therefore, we analyzed DC migration in a transwell assay and found that DC migration towards CXCL-12 was reduced when DCs were exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle (Fig. 4h). Modifications of the cytoskeleton are essential for cell migration which is reflected by phalloidin stained F-actin accumulation in the cell^39^. The abundance of phalloidin stained actin was reduced when DCs were exposed to ROCK1/2-inhibitor compared to DCs exposed to vehicle in vitro (Fig. 4i). In agreement, we found that the actin cytoskeleton of DCs from ROCK1/2-inhibitor treated mice had less actin structures at the cell surface and a thinner cortical actin cytoskeleton in vivo (Fig. 4j–m). To test if these in vitro effects of ROCK1/2 inhibition are relevant for the in vivo situation, we transferred DCs that had been pre-exposed to ROCK1/2-inhibitor. Utilizing the murine allo-HCT model (C57BL/6 into BALB/c), we observed an improved survival of mice that were injected with DCs exposed to ROCK1/2-inhibitor compared to mice receiving DCs exposed to vehicle (Fig. 4n). In addition, we found that transfer of DCs exposed to ROCK1/2-inhibitor was connected to lower aGVHD histopathology score of mice undergoing allo-HCT (C57BL/6 into BALB/c) compared to mice receiving DCs exposed to vehicle (Fig. 4o–q).

**Fig. 4:**
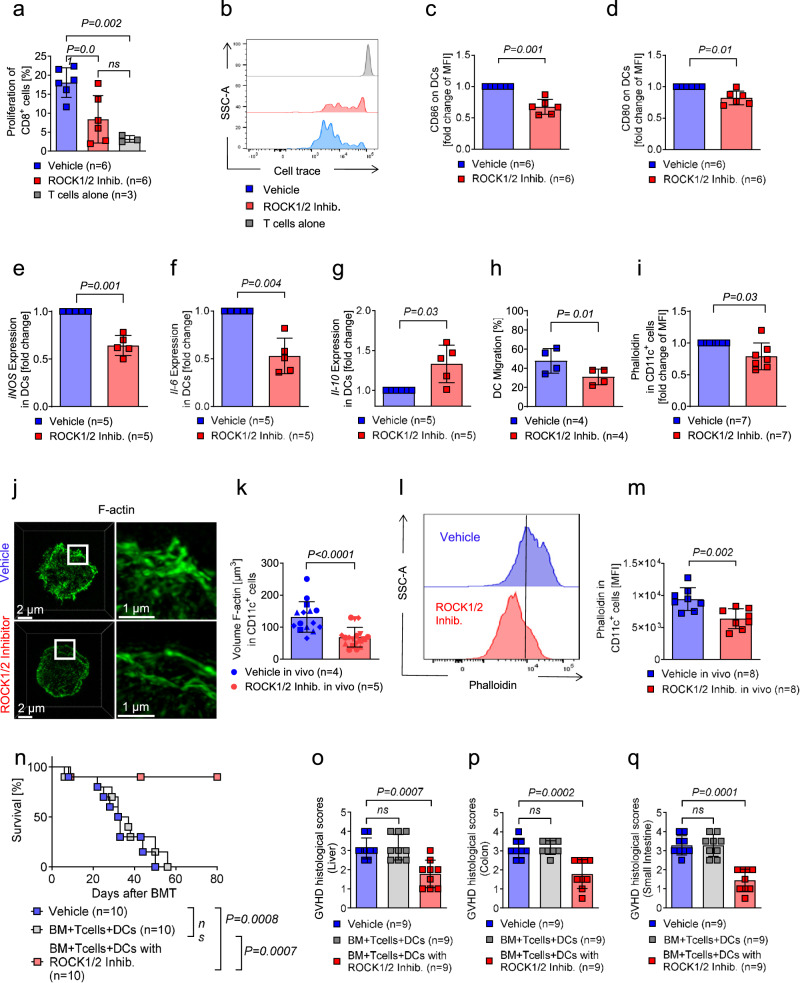
ROCK1/2-inhibition reduces stimulatory activity, co-stimulatory molecule expression, *Il-6*, *iNOS*, and migratory activity of DCs. **a**–**d** Coculture of T cells and allogeneic BM-derived DCs was performed for 72 hours. DCs were activated with LPS for 24 h and when indicated thereafter treated with 30 µg/ml ROCK1/2-inhibitor for two hours prior to the coculture. **a** The scatter plot shows the proliferation of CD8^+^ T cells in response to coculture with allogeneic DCs. The experiment was performed three times, each point represents one mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison). **b** Representative histogram showing the proliferation of CD8^+^ T cells in response to coculture with allogeneic DCs. **c,** **d** The scatter plots show the fold change in the mean fluorescence intensity (MFI) of the surface marker CD86 (**c**) and CD80 (**d**) on CD11c^+^ cells incubated in a coculture with T cells. The experiment was performed three times, each point represents one mouse. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **e**–**g** The scatter plots show the fold change of *iNOS* mRNA (**e**), *Il*-6 mRNA (**f**) and *Il-10* (**g**) mRNA isolated from CD11c^+^ cells. BM-derived DCs were treated with LPS for two hours and exposed to ROCK1/2-Inhibitor or vehicle for two hours. The experiment was performed three times, each point represents a mouse, values of the experimental groups were normalized to vehicle control. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **h** The scatter plot shows the migration of CD11c^+^ cells. BM-derived DCs were treated with LPS for two hours and exposed to ROCK1/2-inhibitor for two hours. Thereafter, they were incubated in a transwell chamber for five hours with a CXCL12 gradient and migration was assessed using FACS. The experiment was performed three times, each point represents one mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **i** The scatter plot shows the fold change of MFI for phalloidin in CD11c^+^ cells. BM-derived DCs were treated with LPS for two hours and exposed to ROCK1/2-inhibitor for two hours. The experiment was performed three times, each point represents one mouse, values of the experimental group were normalized to vehicle control. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **j** The representative images show staining for phalloidin (green) in CD11c^+^ cells isolated from mice that had undergone allo-HCT. Mice were treated intraperitoneal with vehicle or ROCK1/2- inhibitor (8 mg/kg in 100 µl PBS) from day 4 to day 13. Images (z-stacks) were acquired by structured illumination microscopy (SIM). Superresolution images were processed with Zen Black software and visualized in 3D with Imaris software (maximum intensity projection). All scale bars are 2 µm in overviews and 1 µm in magnifications. **k** The scatter plot shows the Volume [µm^3^] of F-actin in CD11c^+^ cells isolated from mice that had undergone allo-HCT. Mice were treated intraperitoneal with vehicle or 8 mg/Kg ROCK1/2-inhibitor from day 4 to day 13. Cells were isolated from mice of two independent experiments and analyzed. Individual symbols represent measurements of cells isolated from the same animal. The plot shows mean +/− SD and *P*-value was calculated using an two-tailed unpaired student *t*-test. **l** Representative histogram showing phalloidin staining of F-actin in CD11c^+^ cells isolated from mice that had undergone allo-HCT as described in (**k**). **m** The scatter plot shows the MFI for phalloidin staining of F-actin in CD11c^+^ cells isolated from mice that had undergone allo-HCT. Mice were treated intraperitoneal with vehicle or ROCK1/2-inhibitor (8 mg/kg in 100 µl PBS) from day 4 to day 13. The experiment was performed twice, each point represents one mouse. The plot shows mean +/− SD and the *P*-value was calculated using an two-tailed unpaired student *t*-test. **n** Survival of mice undergoing allo-HCT to induce aGVHD. On the same day, BM-derived DCs were incubated with ROCK1/2-inhibitor or PBS for four hours, thereafter 1 × 10^6^ donor DCs were injected together with the graft. Depicted are 10 mice in each group from two individual experiments. Survival of mice was plotted by using the Kaplan-Meier method and compared by using a log-rank (Mantel Cox) test. **o**–**q** Histological aGVHD scoring of liver (**o**), colon (**p**) and small intestine (**q**) of mice on day 14 after allo-HCT as described in (**n**). The plots show mean +/− SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison).

These findings indicate that ROCK1/2-inhibition has profound inhibitory effects on DCs including reduced stimulatory activity towards T cell proliferation, *Il-6* and *iNOS* production as well as migratory activity of DCs while anti-inflammatory *Il-10* was upregulated, which translates into a protective DC phenotype in vivo.

### ROCK1/2-inhibition reduces stimulatory activity, pro-inflammatory cytokine expression, and migratory activity of macrophages

Besides DCs, in previous reports^40^ donor monocyte-derived macrophages were also shown to promote human aGVHD. We observed that MHC-II expression on macrophages was reduced in mice that underwent allo-HCT when treated with ROCK1/2-inhibitor compared to mice treated with vehicle (Fig. 5a, b). In addition, *Il-6*, *iNOS*, *Il-1β*, and *Tnf* mRNA expression were reduced (Fig. 5c–f) whereas *Il-10* mRNA expression was upregulated (Fig. 5g) when macrophages had been exposed in vitro to ROCK1/2-inhibitor compared to macrophages exposed to vehicle. Immune cell migration is an essential step in the pathogenesis of aGVHD^11^. Therefore, we analyzed migration of macrophages in vitro when ROCK1/2 was inhibited. We observed that ROCK1/2-inhibition reduced macrophage migration (Fig. 5h), which was connected to reduced phalloidin-stained F-actin fibers (Fig. 5i). These findings are in line with previous studies showing that a reduction of F-actin fibers correlates with lower cell motility^39^. To test the role of ROCK1 in macrophages in a genetic approach, we induced a knockdown of ROCK1 using a doxycycline dependent system (Fig. 5j, k) in a macrophage cell line (RAW264.7). Upon stimulation with LPS, ROCK1 knockdown led to reduced transcription of *Il-6*, *Il-1β*, and *iNOS* in macrophages (Fig. 5l–n). Furthermore, we found that the transfer of ROCK1/2 pre-exposed macrophages to mice undergoing allo-HCT was connected to an improved survival and lower aGVHD histopathology scores compared to mice receiving macrophages exposed to vehicle (Fig. 5o–r). These findings indicate that ROCK1/2-inhibition has inhibitory effects on macrophages including reduced pro-inflammatory cytokine production as well as migratory activity, which translates into a protective macrophage phenotype in vivo.

**Fig. 5:**
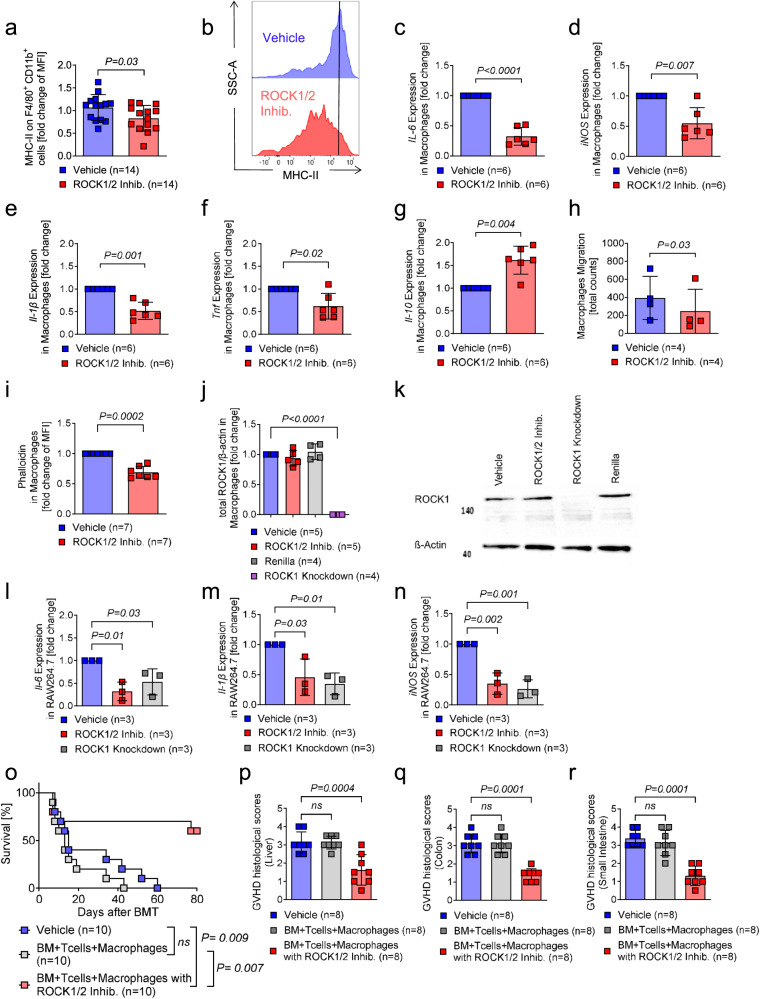
ROCK1/2-inhibition reduces MHC-II expression, *Il-6*, *iNOS*, and migratory activity of macrophages. **a** The scatter plot shows the fold change of MFI for MHC-II on F4/80^+^ CD11b^+^ cells on day 14 after allo-HCT. Mice underwent allo-HCT to induce aGVHD and were treated intraperitoneal with vehicle or ROCK1/2-inhibitor (8 mg/kg in 100 µl PBS) from day 4 to day 13. The experiment was performed three times, each point represents one mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed unpaired student *t*-test. **b** Representative histogram showing MHC-II expression on F4/80^+^ CD11b^+^ cells. **c**–**g** BM-derived macrophages were stimulated with LPS for two hours and thereafter with ROCK1/2-inhibitor or vehicle for two hours. The scatter plots show the fold change of *Il-6* mRNA (**c**), *iNOS* mRNA (**d**), *Il-1β* mRNA (**e**), *Tnf* mRNA (**f**) and *Il-10* mRNA (**g**) isolated from BM-derived macrophages. Values of the experimental groups were normalized to control group. The experiment was performed three times, each point represents a mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **h** The scatter plot shows the total count of macrophages migrated through a membrane towards MCP-1. BM-derived macrophages were pre-treated with LPS for two hours followed by ROCK1/2-inhibitor treatment or vehicle for two hours. Thereafter, they were incubated in a transwell-chamber for five hours with a MCP-1 gradient and migration was assessed by microscopy. The experiment was performed three times, each point represents one mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **i** The scatter plot shows the fold change of MFI for phalloidin in BM-derived macrophages. Cells were treated with LPS for two hours and exposed to ROCK1/2-inhibitor or vehicle for two hours. The experiment was performed three times, each point represents a mouse. The plot shows mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **j** Quantification of ROCK1 in the LPS stimulated macrophage cell line RAW264.7 with ROCK1 knockdown or without (shRNA directed against Renilla luciferase) compared to BM-derived macrophages exposed to LPS and ROCK1/2-inhibitor or vehicle for two hours. The experiment was performed three times, each point represents a different passage of cells, values of the experimental groups were normalized to control group. The plot shows mean +/− SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison). **k** Representative western blot showing ROCK1 expression after ROCK1 knockdown or ROCK1/2-inhibitor treatment in RAW264.7 cells. The experimental design is the same as panel **j**. Uncropped western blots are shown in Source Data. **l**–**n** The scatter plots show the fold change of *Il-6* mRNA (**l**), *Il-1β* mRNA (**m**) and *iNOS* mRNA (**n**) isolated from RAW264.7 cells with a ROCK1 knockdown or without (shRNA directed against Renilla luciferase) compared to BM-derived macrophages exposed to LPS and ROCK1/2-inhibitor or vehicle for two hours. The experiment was performed three times, each point represents a different passage of cells, and values of the experimental group were normalized to control group. The plot shows mean +/− SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison). **o** Survival of mice undergoing allo-HCT to induce aGVHD. On the same day, BM-derived macrophages were incubated with ROCK1/2-inhibitor or PBS for four hours, thereafter 7 × 10^5^ donor macrophages were injected together with the graft. Survival of mice was plotted by using the Kaplan–Meier method and compared by using a log-rank (Mantel Cox) test. Depicted are 10 mice in each group from two individual experiments. **p**–**r** Histological aGVHD scoring of liver (**p**), colon (**q**) and small intestine (**r**) of mice on day 14 after allo-HCT as described in (**o**). The plots show mean +/− SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison).

### ROCK1/2-inhibition alters the gene expression profile in vivo and reduces NF-κB and cofilin phosphorylation in DCs and in macrophages in vitro

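In CD11b+ splenocytes on day 14 after allo-HCT, 6 of 28 measured genes of glycolysis and hypoxia fell with ROCK1/2-inhibitor and 22 did not pass the test. Aldoa, Pgam1 and Pkm, which encode the glycolytic enzymes aldolase A, phosphoglycerate mutase 1 and pyruvate kinase, fell by 1.58, 1.43 and 1.01 on the log2 scale, and Tpi1, Hk3 and the glucose transporter Slc2a3 fell as well. The mean log2 fold change of this list was −0.61 (adjusted p = 5.62e-07 from camera, and adjusted p = 0.657 with an estimated correlation). Of 19 inflammasome and pyroptosis genes, 4 rose and 15 did not pass the test: the DNA sensor Aim2 by 1.76, the protease Casp1 by 1.22 and the adaptor Pycard by 0.83 on the log2 scale, together with Il1b. The mean of this list was 0.45 (adjusted p = 0.000618, and adjusted p = 0.743 with an estimated correlation). Adjusted over the list alone, 11 glycolysis and hypoxia genes were lower and 8 inflammasome genes were higher.
Genes of the actin cytoskeleton, which ROCK kinases regulate, included several that fell. Of 44 genes of actin polymerization, 5 fell and 39 did not pass the test, among them the filament-severing Gsn by 1.46, the filament-elongating Vasp by 1.39, the capping protein Capg by 1.27 and Actb by 0.80 on the log2 scale. The list did not pass as a whole (mean log2 fold change −0.23, adjusted p = 0.102, and adjusted p = 0.892 with an estimated correlation). Its mean log2 intensity was 7.19 in V4, against 6.95 in V2, 6.92 in V3 and 6.69 to 6.87 in the inhibitor mice. When adjusted over the list alone, 10 of its genes were lower and none was higher. Of 22 genes of reactive oxygen production, Mpo and Rac2 fell (mean −0.34, adjusted p = 0.0135, and adjusted p = 0.892 with an estimated correlation). In a cell cycle list of 42 genes, the replication gene Mcm2 fell by 1.33 and the ribonucleotide reductase gene Rrm2 by 1.04 on the log2 scale (mean −0.25, adjusted p = 0.0280, and the same 0.892 with an estimated correlation). The mean log2 intensity of the cell cycle list was 5.58 in V4, against 5.07 in V2, 5.23 in V3 and 4.80 to 5.34 in the inhibitor mice. Ribosomal protein genes, read as a sign of RNA quality, had a mean of 0.23, with Rps25 higher among 41 (adjusted p = 0.00171, and again 0.892 with an estimated correlation). After cyclic loess normalization, an alternative chosen after a first look at the data, the ribosomal list did not pass (mean 0.10, adjusted p = 0.162) and the actin polymerization list did (mean −0.31, adjusted p = 0.00351). Beside these groups, markers of neutrophil primary granules, which are made early in neutrophil development, had a mean log2 fold change of −1.04.
In all, 494 of 22139 transcript clusters passed an adjusted p of 0.05 from limma, 234 of them higher and 260 lower with the inhibitor, and 3379 had an unadjusted p under 0.05. Of the 494, 425 carry a gene symbol, 193 higher and 232 lower. Of 886 Reactome sets, 50 passed in camera, 11 up, among them sets of translation, and 39 down, among them glycolysis and sets that hold histone genes, while 0 passed with an estimated correlation and 2 in the fry test. The count of 494 was 1035 without R1, 2 without R2, 4 without R3, 2 without R4, 2 without V2 and 34 without V3. All 494 kept their direction and an unadjusted p under 0.05 each time. The arrays of the groups did not overlap in any of the 494, so leaving out an array could not turn their direction. They were also chosen for a small p over all arrays, so neither result is independent support.

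**Figure D1:**
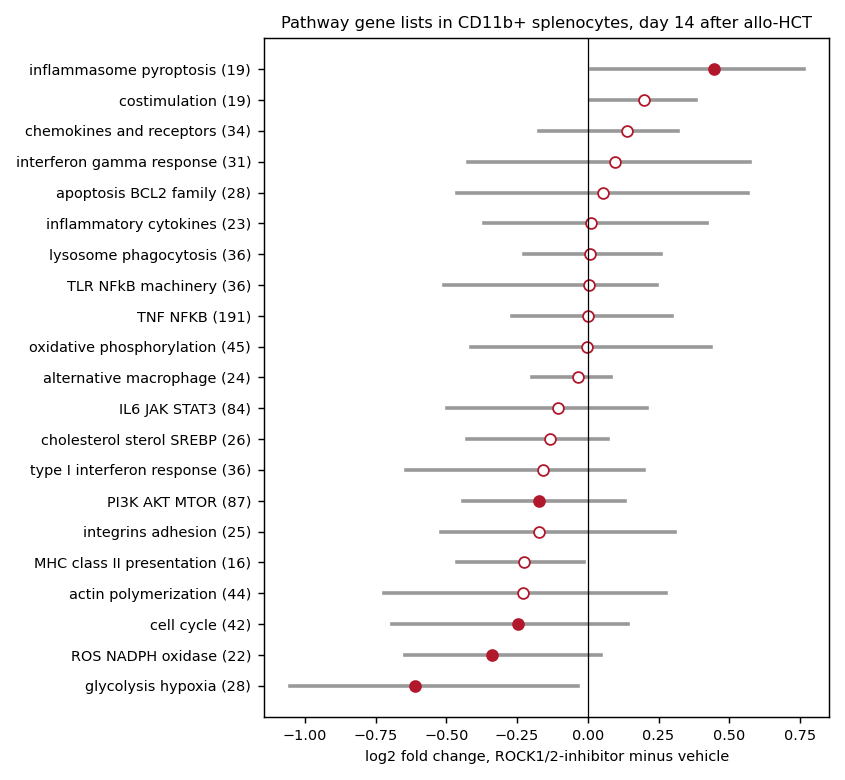
Log2 fold change, ROCK1/2-inhibitor minus vehicle, of pathway gene lists, with the number of measured genes in brackets. Points are the mean over a list's genes, filled where camera gave an adjusted p under 0.05 at its preset correlation (no list passed with an estimated correlation), and bars span its lower to upper quartile; glycolysis and hypoxia lies lowest, at −0.61, and the inflammasome list highest, at 0.45.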

To better understand the effects of ROCK1/2-inhibition on myeloid cells at the signaling level, we isolated CD11b^+^ cells on day 14 after allo-HCT from mice that were treated with ROCK1/2-inhibitor or vehicle and then studied their gene expression. 

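Map2k3, an activator of p38, fell with ROCK1/2-inhibition from a log2 intensity of 4.08 ± 0.14 (SD, n = 3) in vehicle-treated mice to 2.66 ± 0.33 (SD, n = 4), a log2 fold change of −1.42 (standard error 0.20, adjusted p = 0.0182 from limma). The kinase genes Mknk2 and Akt1 fell by 1.15 and 1.00 on the log2 scale, Nfkbib, which encodes the NF-κB inhibitor IκBβ, by 1.06, and Pfn1, which encodes profilin, by 0.77. These are the 5 genes analysed here of the 7 that Fig. 6a draws for PI3K signaling, a panel of downregulated genes of the same samples, so their count is not independent evidence of a direction. In a list of PI3K, AKT and mTOR signaling genes written from general knowledge, 87 genes were measured, and the same 5 fell, none rose and 82 did not pass the test. In this list 11 genes were lower and 1 was higher when adjusted over the list alone. The mean log2 fold change of the list was −0.17, with 55 genes below 0 and 32 above (adjusted p = 0.0129 from camera, and adjusted p = 0.892 with an estimated correlation).
Of the 11 genes that Fig. 6b draws for TNF signaling, 10 were analysed here. Nfkb1, which the figure marks with an arrow, has no row named here and was not. Of the 10, 7 fell and 3 rose. The panel draws the same arrays and each of the 10 passed the test, so this tally is not independent evidence of a direction. The glucose transporter gene Slc2a3 fell by 1.80 on the log2 scale, Ehd1 by 1.41, the urokinase receptor gene Plaur by 1.07, Tnip1, an inhibitor of NF-κB signaling, by 0.92, Myc by 0.87 and the RNA sensor gene Ifih1 by 0.72, beside Map2k3. Il1b, which encodes the cytokine IL-1β, rose from 6.62 ± 0.33 (SD, n = 3) to 8.30 ± 0.48 (SD, n = 4), a log2 fold change of 1.68 (standard error 0.27, adjusted p = 0.0234 from limma). Bcl2a1a, a survival gene whose near-identical copies the probes may not tell apart, rose by 1.46 and Sat1, an enzyme of polyamine breakdown, by 1.13. Of 191 measured genes in a list of TNF signaling through NF-κB, also written from general knowledge, 7 fell, 5 rose and 179 did not pass the test. The list holds Bcl2a1a, Bcl2a1b and Bcl2a1d, which rose together and may share probes, so the genes that rose may count the same signal more than once. Adjusted over the list alone, 15 were lower and 10 higher. The mean log2 fold change over this list was 0.00, with 95 genes above 0 and 96 below (adjusted p = 0.978 from camera, and adjusted p = 0.985 with an estimated correlation). Markers of neutrophil secondary granules had a mean log2 fold change of −0.46 in the same comparison. Without V4 the mean of the PI3K list was −0.10 (adjusted p = 0.349), and no gene of either panel was called without R2, R3, R4, V2 or V3.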

We observed downregulation of *PI3K* and *TNF/NF-κB* signaling-related gene expression (Fig. 6a, b). Both *PI3K* and *TNF /NF-κB* signaling had been shown to be involved in aGVHD^11^. Therefore, we next analyzed the impact of ROCK1/2-inhibition on *NF-κB* signaling in detail. The phosphorylation of NF-κB relative to total NF-κB declined in DCs (Fig. 6c, d) and macrophages (Fig. 6e, f) upon ROCK1/2-inhibition in vitro. These findings indicate that ROCK1/2-inhibition interferes with major aGVHD-related pathways. An indicator for ROCK1 activity is cofilin phosphorylation, which we found to be reduced upon ROCK1/2-inhibition indicating on target activity in DCs and macrophages (Fig. 6g–j).

**Fig. 6:**
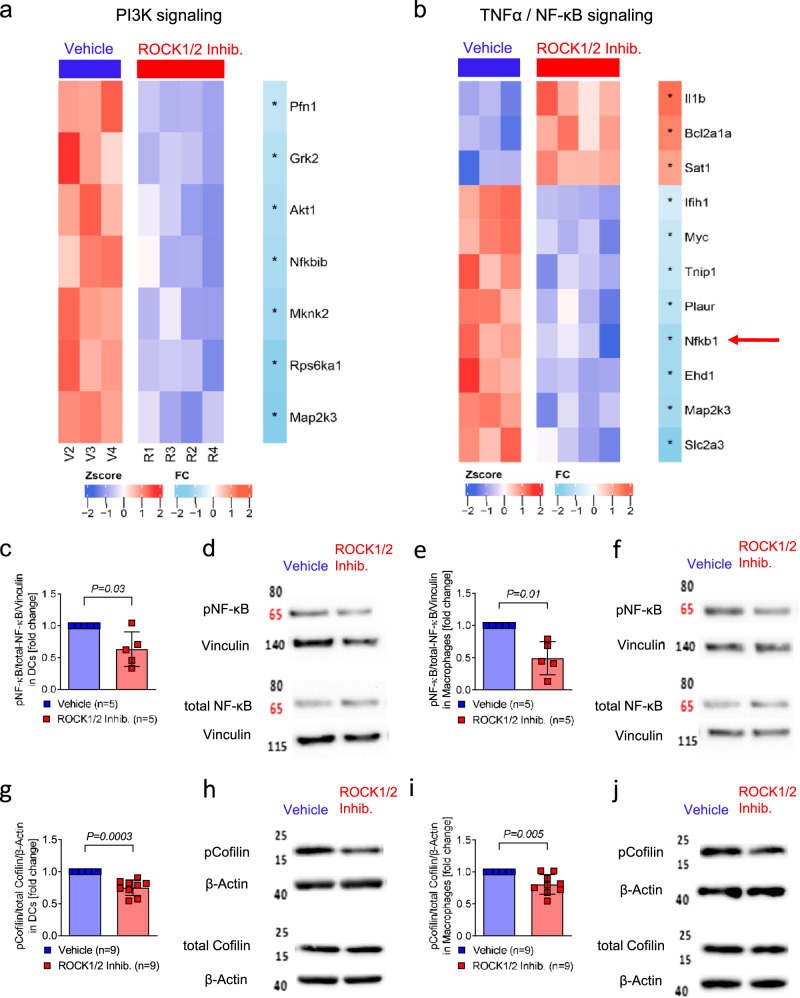
ROCK1/2-inhibition alters the gene expression profile in vivo and reduces NF-κB and cofilin phosporylation in DCs and in macrophages in vitro. **a** The heatmap shows the expression of downregulated genes related to PI3K signaling in CD45^+^CD11b^+^ cells that were FACS-isolated from mice on day 14 after allo-HCT after 10 days of ROCK1/2-inhibitor or vehicle treatment. Color scale represents the row-wise z-score intensity. * Indicates significant changes in gene expression. **b** The heatmap shows the expression of genes involved in *Tnf* signaling of CD45^+^CD11b^+^ cells isolated as indicated in (**a**). Color scale represents the row-wise z-score intensity. * Indicates significant changes in gene expression. Red arrow indicates NF-κB1 gene. **c**–**f** The western blots show total and phosphorylated NF-κB of BM-derived DCs or macrophages incubated with LPS for two hours and thereafter with ROCK1/2-inhibitor for two hours. Samples derived from the same experiment and gels/blots were processed in parallel. Loading controls ran on the same blot. When applicable, data is normalized to control group, the experiments were performed three times, each point represents a mouse, values of the experimental group were normalized to control group. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. Uncropped western blots are shown in Source Data. **c** The bar graph shows pNF-κB/total NF-κB in BM-derived DCs. **d** Representative western blot image of pNF-κB and total NF-κB in BM derived DCs. **e** The bar graph shows pNF-κB/total NF-κB in BM-derived macrophages. **f** Representative western blot image of pNF-κB and total NF-κB in BM-derived macrophages. **g**–**j** The western blots show total and phosphorylated Cofilin of BM-derived DCs or macrophages incubated with LPS for two hours and thereafter with ROCK1/2-inhibitor for two hours. Samples derived from the same experiment and gels/blots were processed in parallel. Loading controls ran on the same blot. When applicable, data are normalized to control group, the experiments were performed three times, each point represents a mouse, values of the experimental group were normalized to control group. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. Uncropped western blots are shown in Source Data. **g** The bar graph shows pCofilin/total Cofilin in BM-derived DCs. **h** Representative western blot image of pCofilin and total Cofilin in BM-derived DCs. **i** The bar graph shows pCofilin/total Cofilin in BM-derived macrophages. **j** Representative western blot image of pCofilin and total Cofilin in BM-derived macrophages.

### ROCK1/2-inhibition allows for cytotoxicity and GVL effects in mice and has additive effects with JAK1/2-inhibition

Since ROCK1/2-inhibition had inhibitory effects on multiple immune cell types and pro-inflammatory signaling, we next analyzed if GVL effects were affected by ROCK1/2-inhibition. To clarify this, T cells were activated with CD3/CD28 beads, exposed to ROCK1/2-inhibitor for two hours thereafter and cultured together with allogeneic A20 lymphoma cells for 20 h. Cytotoxicity increased with increasing effector cell ratios independent of treatment with ROCK1/2-inhibitor (Fig. 7a, b). The cytotoxic markers granzyme B and perforin were equally expressed in T cells exposed to vehicle or ROCK1/2-inhibitor (Fig. 7c, d). To test the GVL effect in vivo we used well-established leukemia models^41,42^. We observed an improved survival of WEHI-3B AML-bearing mice (BALB/c recipients) that were injected with allogenic BM and T cells (C57BL/6) compared to those that were injected with allogeneic BM only (Fig. 7e). We did not find any difference in the survival when the mice were additionally treated with ROCK1/2-inhibitor or vehicle (Fig. 7e). To confirm these findings, we then used a second GVL mouse model relying on the injection of MLL^PTD/wt^ FLT3 ^ITD/wt^ AML cells. Similarly, ROCK1/2-inhibitor treatment did not alter the ability of T cells to exert GVL effects (Fig. 7f).

**Fig. 7:**
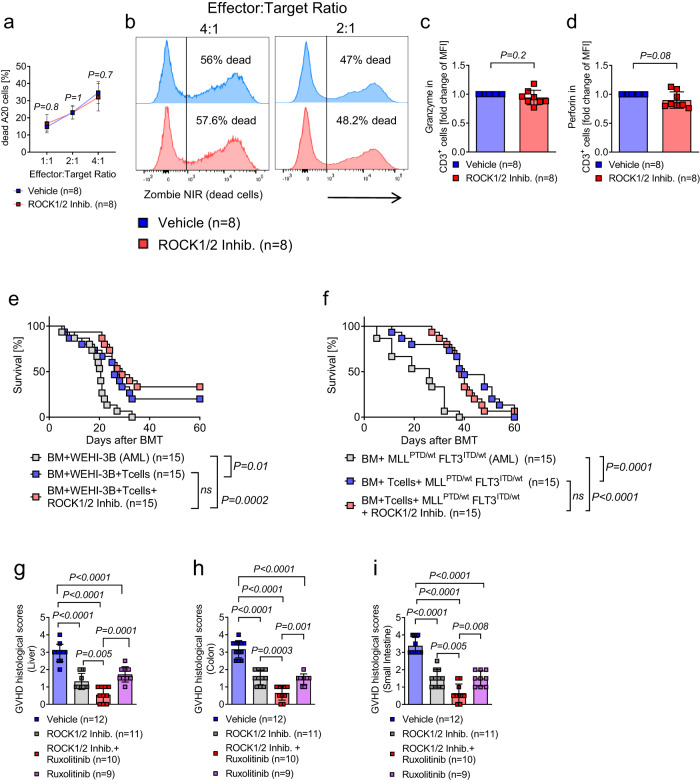
ROCK1/2-inhibition allows for cytotoxicity and GVL effects in mice and has additive effects with JAK1/2-inhibition. **a** The diagram shows the percentage of dead A20 cells that had been exposed to allogeneic T cells at different ratios (effector to target 1:1, 2:1, 4:1). Prior to the coculture, T cells were preincubated with ROCK1/2-inhibitor for two hours. T cells were activated with CD3/CD28 Dynabeads for 48 h. Cytotoxicty was measured by FACS after 20 h of coculture. Represented data are pooled from three independent experiments performed in triplicate. The plots show mean +/− SD and the *P*-value was calculated using an ordinary two-way ANOVA test (Sidaks multiple comparison). **b** Representative histograms showing the percentage of dead A20 cells of all A20 cells after exposure to allogeneic T cells as described in panel (**a**). **c** The scatter plot shows the fold change of granzyme B in CD3^+^ cells. T cells were activated with CD3/CD28 Dynabeads for 48 h and then exposed to ROCK1/2-inhibitor for two hours. The experiment was performed three times, each point represents a mouse, values of the experimental group were normalized to control group. The plots show mean +/− SD and the *P*-value was calculated using a two-tailed paired student *t*-test. **d** The scatter plot shows the fold change of perforin in CD3^+^ cells. The experimental design was the same as panel (**c**). **e** Survival of mice after allo-HCT that received WEHI-3B leukemia cells and BM cells alone or BM/T cells. ROCK1/2-inhibitor was injected from day 4 to day 13. Survival was plotted using the Kaplan–Meier method and compared by using a log-rank (Mantel Cox) test. The experiment was performed three times, each point represents a mouse (15 mice in each group). **f** Survival of mice after allo-HCT that received MLL^PTD/wt^ FLT3 ^ITD/wt^ AML cells and BM cells alone or BM/T cells. ROCK1/2-inhibitor was injected from day 4 to day 13. Survival was plotted using the Kaplan–Meier method and compared by using a log-rank (Mantel Cox) test. The experiment was performed three times, each point represents a mouse (15 mice in each group). **g**–**i** Histological aGVHD scoring of liver (**g**), colon (**h**) and small intestine (**i**) of mice on day 14 after allo-HCT that received either ROCK1/2-inhibitor, ruxolitinib, a combination of ROCK1/2-inhibitor and ruxolitinib or vehicle treatment as described before. The plots show mean +/_ SD and the *P*-value was calculated using a two-way ANOVA (Dunnett’s multiple comparison).

Since ruxolitinib is approved for patients with SR-aGVHD, we next aimed to clarify if ROCK1/2-inhibition and JAK1/2-inhibition act in synergy. Utilizing our murine allo-HCT model, we observed an improvement in histological GVHD scores with an additive effect of ruxolitinib and Y-27632 compared to single drug therapy (Fig. 7g–i).

Together, these findings show that ROCK1/2-inhibition reduces aGVHD without impairing GVL effects. Moreover, our findings indicate additive effects against aGVHD when combined with JAK1/2-inhibition (Fig. 8).

**Fig. 8:**
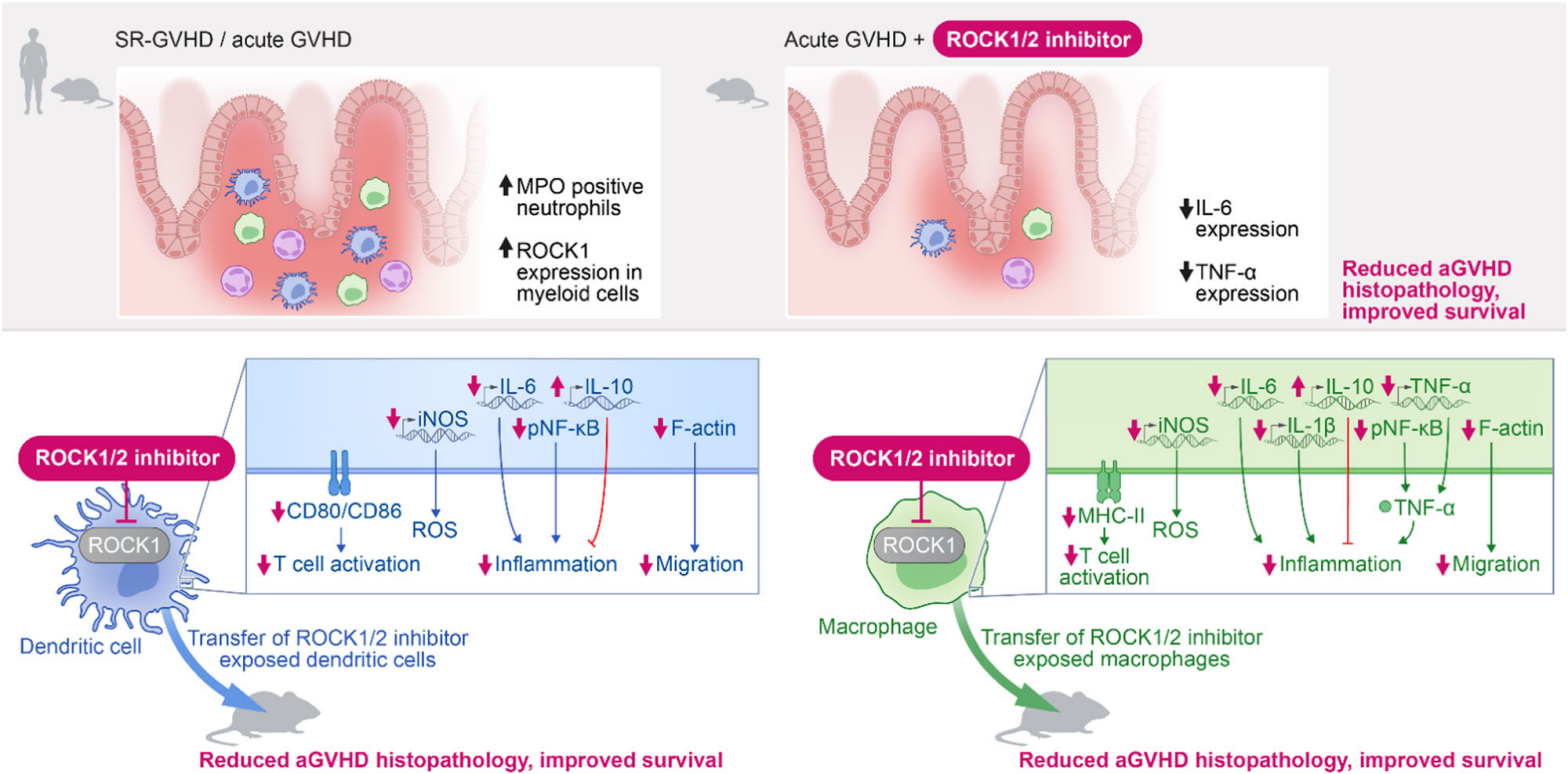
Proposed mechanism of action of ROCK1 inhibition. Acute GVHD pathophysiology (left panel) involves expansion of MPO positive neutrophils and upregulation of ROCK1 expression in myeloid cells. ROCK1/2-inhibition in mice leads to reduced IL-6 and TNF levels, thereby reducing aGVHD histopathology and improving survival. ROCK1/2-inhibition counteracts multiple pathogenic events in dendritic cells (blue panel) and macrophages (green panel) including TNF production by DCs and macrophages, antigen presentation and migration. Moreover, ROCK1/2-inhibition in macrophages or dendritic cells prior to transfer reduces aGVHD severity. On the signaling level ROCK1/2-inhibition interferes with the NF-κB pathway activity.

## Discussion

Acute GVHD remains a major life-threatening complication after allo-HCT, indicating that alternative treatment strategies are needed. Kinases are promising therapeutic targets to treat acute^11^ and chronic^43^ GVHD because inhibiting a single kinase can interfere with the downstream effects of multiple cytokine receptors. Different kinase inhibitors have been developed from the mouse model into FDA approved GVHD therapies, such as ibrutinib, belumosudil and ruxolitinib for SR-cGVHD^28,44,45^ and ruxolitinib for SR-aGVHD^34,35,46,47^. Since SR-aGVHD represents a major unmet clinical need, we applied a kinase enrichment approach to discover novel drug targets in this disease. This unbiased proteomics-based analysis led to the discovery of high levels of activated ROCK1 in leukocytes of SR-aGVHD patients, which was confirmed by flow-cytometry. The role of the ROCK1 kinase has so far not been investigated in aGVHD. Conversely, ROCK2-inhibition has been shown to be beneficial in a cGVHD mouse model^27^ and to be effective and safe in the clinical trial setting^28,48^ and was approved for cGVHD^49^. Prophylactic treatment with Fasudil, another ROCK1/2 inhibitor, reduces aGVHD^50^. In line with this work, we also demonstrate in this study that ROCK1/2-inhibition reduced aGVHD-related death and intestinal aGVHD histopathology. Moreover, our findings extend these results since we show in detail that ROCK1/2 inhibition exerts various effects on DCs and macrophages in vitro and in vivo.

Different groups have shown that prior to the expansion of alloreactive cytotoxic T cells, irradiation or chemotherapy-based conditioning regimen led to the recruitment and activation of neutrophils^5,51,52^ and monocytes^7^ in mouse models of aGVHD. In these studies both donor monocyte-derived macrophages^40^ and donor DCs^53^ can induce GVHD. Donor DCs migrate to lymph nodes, drive T cells expansion and produce pro-inflammatory cytokines like Il-6 and Il-12^38^. Consistently with these reports, we found that ROCK1/2-inhibition of donor-derived DCs and macrophages improved survival of mice after allo-HCT. Moreover, ROCK1/2-inhibition reduced the production of *iNOS*, which is connected to reduced production of ROS, previously shown to damage the intestinal barrier when released by neutrophils residing in the intestinal wall after allo-HCT^5,52^.

The ability of DCs to stimulate T cell proliferation and to produce the pro-inflammatory cytokine *Il-6* was reduced upon ROCK1/2 inhibition, whereas the production of *Il-10* was increased. Regarding macrophages, we found that ROCK1/2-inhibition reduced pro-inflammatory cytokine expression and MHC-II expression. Moreover, ROCK1 knockdown in a macrophage cell line also caused reduced inflammatory cytokine production, while upregulating the production of *Il-10*. These data are consistent with work demonstrating an improvement of aGVHD when M2 macrophages instead of M1 macrophages were transferred into GVHD mice^54^.

ROCK1 has been found to promote migration of different cell types, among them non-small-cell lung cancer cells^55^ and retinal glial cells^56^. Migration of neutrophils and pro-inflammatory monocytes to the site of tissue damage is an important step to promote inflammation in aGVHD. In agreement, we observed that migration of myeloid cells was reduced when ROCK1/2 was inhibited. Furthermore, we found that actin structures were modified upon ROCK1/2 inhibition both in vitro and in vivo. These findings support the concept that multiple layers of the immune response are affected by ROCK1/2 inhibition.

On the signaling level we found that ROCK1/2-inhibition reduced the expression of genes related to *IL-6* and *JAK-STAT3* signaling and the phosphorylation of NF-κB in macrophages and DCs. JAK-STAT3 and NF-κB signaling were both shown to promote the activity of the CIITA/MHC-II axis^57^.

Manipulation of the immune response could lead to loss of GVL effects^41^. However, we observed that ROCK1/2-inhibition did not reduce GVL effects and did not affect alloantigen driven cytotoxicity of T cells in vitro.

JAK1/2 inhibition has become the gold standard for treatment of SR-cGVHD^45^. Intriguingly, ROCK1/2-inhibition acted synergistically with JAK1/2-inhibition in vivo, which is important for future clinical study design.

In summary, we identified ROCK1 as a highly upregulated kinase in SR-aGVHD patients. Using a mouse model of aGVHD, we provided evidence that ROCK1/2-inhibition diminishes allo-immune activation at different cellular and molecular levels without a loss of GVL activity. Based on our study, ROCK1/2-inhibition, which is already used in clinical trials for pulmonary arterial hypertension^58^ and coronary stenosis^59^, is a promising approach to treat acute SR-GVHD, possibly in combination with ruxolitinib.

## Methods

### Human tissue analysis

The study included formalin-fixed and paraffin-embedded (FFPE) liver, colon, and small bowel tissue specimens (Supplementary Table 1) for histology. PBMCs (Supplementary Tables 2, 3) were used for analysis via mass spectrometry from patients that underwent allo-HCT for the treatment of different hematological malignancies. We obtained written informed consent from all patients prior to analysis. The studies were conducted in accordance with the ethical guidelines of the Declaration of Helsinki and were approved by an institutional review board, and by the local ethics committee (protocol no.: 547/14; Ethic committee, Albert-Ludwigs-University, Freiburg, Germany), the non-interventional study for the patient sample collection was registered at ClinicalTrials.gov (Identifier: NCT04342442).

Patients who underwent allo-HCT at the University hospital Freiburg were included in the study. Patients with aGVHD were defined as non-responsive to corticosteroids (SR-aGVHD) if they had received prednisolone at a dose of 2 mg/kg bodyweight for at least 7 days without response or when aGVHD progression was documented after five days of treatment and the clinical situation required additional immunosuppressive therapy. As indicated, the control groups consisted (a) of patients who had aGVHD responsive to corticosteroids and achieved at least a partial remission to steroids, (b) patients post allo-HCT who never developed aGVHD or (c) healthy controls.

### PBMC sample preparation

Blood was collected at multiple time points of the same treatment regimen. Samples acquired during different aGVHD treatment regimens from the same patient were treated as independent samples. Blood samples were diluted 1:3 with PBS, layered onto Pancoll and centrifuged (30 min, 440 × *g*) without break. For FACS analysis one volume of EDTA-blood was mixed well with 19 volumes of pre-warmed (37 °C) BD Phosflow™ Lyse/Fix Buffer (5X concentrate diluted to 1X with deionized water) and was then incubated at 37 °C for 10 min. Cells were centrifuged (8 min, 500 × *g*) and the pellet was washed twice with HBSS without Ca^2+/^Mg^2+^. Cells were re-suspended in freezing solution (90% FACS buffer consisting of PBS, EDTA 2 mM, BSA 0.5% + 10% DMSO), stored overnight at −80 °C and then transferred into liquid nitrogen.

### Mice

C57BL/6 (H-2K^b^) and BALB/c (H-2K^d^) mice were purchased from Janvier Labs (France) or from the local stock of the animal facility at University of Freiburg. Mice were used between 6 and 14 weeks of age, and only female or male donor/recipient pairs were used. Animal protocols were approved by the animal ethics committee Regierungspräsidium Freiburg, Freiburg, Germany (No: G-22/103, G17/63, G18/36, G20/078, G22/007).

### Isolation of BM-derived macrophages and DCs

Femora and tibiae were taken from C57BL/6(H-2K^b^) mice and 3.5–6 × 10^6^/10 ml naive bone marrow cells were isolated in placed into culture. mM-CSF or mGM-CSF were added to the culture and cells were incubated at 37 °C and 5% CO_2_ for one week.

### Bone marrow (BM) transplantation model

BM transplantation experiments were performed as described^5^. The major mismatch strain combinations used were C57BL/6 into BALB/c or BALB/c into C57BL/6 as indicated in the respective experiments. Briefly, recipients were injected by intravenous injection (i.v.) via tail vein with 5×10^6^ BM cells after lethal irradiation with 1000 cGy (BALB/c recipient) or 1200 cGy (C57BL/6 recipient), using a ^137^Cs source split into two equal doses and four hours apart. To induce aGVHD, CD4^+^ and CD8^+^ T cells were isolated from donor spleens and enriched with the MACS cell separation system and the Pan T Cell Isolation Kit II (Miltenyi Biotec, Germany) according to the manufacturer’s instructions. CD4^+^/CD8^+^ T cells were given at a dosage of 0.3 – 0.5×10^6^ on day 0 as indicated in the respective experiments.

### Graft-versus-Leukemia models

We used splenocytes from mice carrying the mutations MLL-PTD and FLT3-ITD as a primary acute myeloid leukemia (AML) model. Lethally irradiated (1200 cGy) C57BL/6J recipient mice were transplanted with 5000 MLL^PTD/wt^ FLT3^ITD/wt^ AML cells and 5 × 10^6^ BALB/c BM cells were injected i.v. into the tail vain. On day 2 after allo-HCT, 0.3 × 10^6^ MACS-purified donor CD4^+^ and CD8^+^ T cells were injected i.v. to respective groups. As a second model, the murine AML cell line WEHI-3B was used. Lethally irradiated (1000 cGy) BALB/c recipient mice were transplanted i.v. with 5 × 10^6^ BM cells and 5000 WEHI-3B AML cells. On day 2 after allo-HCT, 0.3 × 10^6^ MACS-purified donor CD4^+^ and CD8^+^ T cells were injected i.v. to respective groups.

### ROCK1/2-inhibitor treatment

The ROCK1/2-inhibitor Y-27632 (Tocris) was diluted in PBS and given once per day per intraperitoneal (i.p.) injection at a dose of 8 mg/kg bodyweight or an equivalent of PBS to mice. The dosage was based on reports^60,61^. Y-27632 is a selective ROCK1 (p160ROCK) inhibitor with a Ki of 140 nM. At higher concentrations ROCK2 is also inhibited. The duration of the treatment is indicated for each experiment. For GVL and aGVHD experiments treatment was from day 4 to day 13.

### Ruxolitinib + ROCK1/2-inhibitor treatment

Ruxolitinib (INCB18424, MedChemExpress) was dissolved in PEG300/dextrose 5% in a ratio 1:3 (PEG/dex) and given by oral gavage at a dosage of 30 mg/kg two times daily starting from day -1 to day 13 after allo-HCT. The ROCK1/2-inhibitor Y-27632 was diluted and given as previously described from day 4 to day 13. The control group received PEG/dex and PBS alone.

### In vitro treatment of macrophages and dendritic cells

To stimulate the cells in vitro, 250 ng/ml LPS was added to the cells for two hours. After incubation, 30 µg/ml ROCK1/2-Inhibitor Y-27632 was added for two hours. Thereafter, cells were washed and measurements (e.g. qPCR) were performed.

### aGVHD histopathological scoring

To determine the histopathological severity of aGVHD, we obtained sections from the liver, small intestine and colon of the recipient mice. Those samples were stained with hematoxylin and eosin. Based on a published histopathologic scoring system^33^, the samples were scored by an experienced pathologist who was blinded to the experimental groups.

### Microarray analysis

Splenic CD11b^+^ cells were isolated from recipient mice on day 14 after allo-HCT using FACS sorting. Total RNA was isolated from cells using a Qiagen miRNeasy Mini Kit. RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Microarray analysis was performed using Affymetrix Clariom S Mouse arrays. Arrays were normalized using Robust Multi-Array Average expression measure^62^_,_ and probe expression values summarized to the gene level using the R/Bioconductor package pd.clariom.s.mouse. The complete data are available in the GEO repository under the access ID.

### Differential analysis

A linear model based approach (limma R package)^63^ was used to identify the differentially regulated RNA between untreated and treated cells. Regulated RNA with Benjamini Hochberg adjusted *P-*value < 0.05 was set as significant.

### Statistical analysis

For statistical analysis, an unpaired or paired student *t*-test (two-sided) or when required a two-way ANOVA (with Dunnett’s multiple-comparison test) was applied. If the data did not meet the criteria for normality, the Mann–Whitney *U* test was applied unless stated otherwise in the Figure legend. Data are presented as mean and +/− SD (error bars). Differences were considered significant when the *P*-value was <0.05. Survival data were plotted using the Kaplan–Meier method and compared by using a Log-rank (Mantel–Cox) test.

### Flow cytometry

Samples were washed in PBS and dead cells were stained using either Aqua LiveDead (Thermo Fisher Scientific) or Zombie NIR fixable dye (Biolegend). Fc receptors were blocked using anti-CD16/CD32 (1:100 dilution), before staining with appropriate antibody concentrations for 20 min at 4 °C. In some cases, cells were fixed in 0.5% PFA. For analysis of intracellular antigens cells were fixed in Fix/Perm (eBioscience) for 30 min at 4 °C and thereafter incubated with intracellular antibodies for 60 min at 4 °C. Data was acquired within two hours after staining on a BD LSR Fortessa (BD Biosciences) and analysis performed using FlowJo software (FlowJo, LLC). For Umap and FlowSOM plots, data was exported from FlowJo and uploaded into Rstudio (Posit). High dimensional analysis was performed as described^64^. Antibodies for flow cytometry and microscopy are listed in Supplementary Table 4.

Absolute counts of neutrophils, monocytes, and lymphocytes were calculated based on the frequencies in the acquired samples and the absolute counts of leukocytes in fresh blood before fixation.

### Kinase enrichment using Kinet-1 beads

Protein was isolated from human PBMC derived from patients who were diagnosed with acute GVHD grade 3-4 and had failed to respond to 2 mg per kg bodyweight prednisolone (Decortin H) after at least five days of treatment, or when indicated PBMC were from patients not affected by GVHD (*n* = 6 per group plus one technical replicate of one individual per group). The protein was then exposed to Kinet-1 beads as previously described^41^. PBMC samples were collected from each patient at different time points of the same treatment period and frozen at −80 °C. Kinase enrichment was performed as previously described^29^ with adaptations. Briefly, the cells were lysed 30 min on ice in lysis buffer (50 mM HEPES-NaOH pH7.5, 150 mM NaCl, 0.5% Triton-X 100, 1 mM EDTA, 1 mM EGTA) supplemented with 10 mM NaF, 2.5 mM Na_3_VO_4_, PhosSTOP^TM^ phosphatase inhibitor cocktail and cOmplete^TM^ protease inhibitor cocktail (Roche, Mannheim, Germany) and centrifuged for 30 min at 16,000 × *g*. Lysates of each patient sample were pooled considering the treatment periods. The concentration was measured using Bradford Assay (Kit Thermo Fisher Scientific) and adjusted to 2 mg/mL, and the NaCl concentration was adjusted to 1 M. One mL of lysate was incubated with 35 µL bead-bound pan-kinase inhibitor (Kinet-1, SYNkinase) at 4 °C for 3 h on a rotating wheel. With each of the different washing buffers, three washing steps were performed (Buffer 1: lysis buffer stock + 1 M NaCl, 10 mM NaF, 0.1 mM Na_3_VO_4_; Buffer 2: lysis buffer stock + 10 mM NaF, 0.1 mM Na_3_VO_4_; Buffer 3: 50 mM HEPES-NaOH (pH = 7.5), 10 mM NaF, 0.1 mM Na_3_VO_4_) and the beads were frozen at −80 °C.

### Kinase enrichment approach and proteomics analysis

Proteins were eluted in SDS loading buffer containing 1 mM DTT for 10 min at 75 °C. After alkylation using 5.5 mM iodoacetamide for 10 min at room temperature the samples were centrifuged and the supernatants were loaded on 4–12% gradient gels (NuPAGE, Thermo Fisher) for protein separation. After staining, each gel lane was cut into 7 slices, the proteins were in-gel digested with trypsin (Promega) and the resulting peptide mixtures were processed on STAGE tips and analyzed by LC-MS/MS essentially as described^65^. The LC-MS measurements were performed on a QExactive Plus mass spectrometer coupled to an EasyLC 1000 nanoflow-HPLC. Peptides were separated on fused silica HPLC-column tip (I.D. 75 µm, New Objective, self-packed with ReproSil-Pur 120 C18-AQ, 1.9 µm (Dr. Maisch) to a length of 20 cm) using a gradient of A (0.1% formic acid in water) and B (0.1% formic acid in 80% acetonitrile in water): loading of sample with 0% B with a flow rate of 600 nl/min; separation ramp from 5–30% B within 85 min with a flow rate of 250 nl/min). For nanoESI the spray voltage was set to 2.3 kV and ion-transfer tube temperature to 250 °C, no sheath and auxiliary gas was used. The mass spectrometer was operated in the data-dependent mode; after each MS scan (mass range *m/z* = 370–1750; resolution: 70,000) a maximum of ten MS/MS scans were performed using a normalized collision energy of 25%, a target value of 1000 and a resolution of 17,500. The MS raw files were analyzed using MaxQuant Software version 1.4.1.2^66^ for peak detection, quantification and peptide identification using a full length UniProt human database (March, 2016) and common contaminants such as keratins and enzymes used for in-gel digestion as reference. Carbamidomethylcysteine was set as fixed modification and protein amino-terminal acetylation, deamidation of asparagine and glutamine, pyro-glutamate and glutamine, and oxidation of methionine were set as variable modifications. The MS/MS tolerance was set to 20 ppm and three missed cleavages were allowed using trypsin/P as enzyme specificity. Peptide and protein FDR based on a forwards-reverse database were set to 0.01, minimum peptide length was set to 7, and minimum number of peptides for identification of proteins was set to one, which must be unique. The “match-between-run” option was used with a time window of 2 min. Proteins were quantified label-free using the iBAQ algorithm^67^ with a minimum ratio count of two.

For data analysis the Perseus computational platform was used^68^. Briefly, quantified proteins were filtered for kinases and only kinases identified in all 14 samples (6 samples per group plus one technical replicate) were further considered. Log2 transformed iBAQ values were used to identify significantly enriched kinases comparing GVHD to non-GVHD samples using a two-sided *t*-test, FDR 0.05, S0 = 0.1.

### F-actin staining for microscopy

Cells were pretreated with ROCK1/2-inhibitor as previously described and were then transferred to coverslips and washed in PBS before incubation with 4% formaldehyde solution (without methanol) for 25 min at RT. After fixation cells were washed in PBS and incubated with Alexa Fluor 488^TM^ Phalloidin for 60 min at RT. Subsequently, cells were washed again to remove excess dye. Super resolution images of the actin cytoskeleton (F-actin) were acquired with an ELYRA 7 structured-illumination microscope (3D Lattice-SIM) equipped with a ×63/1.4 objective (Carl Zeiss Microscopy Deutschland GmbH). Cells were imaged as z-stacks with a 0.11 µm interval. For SIM reconstruction by Zen Black, the automated Wiener filter strength given by the ‘standard’ end criterion of the manufacturer was used. Cells were visualized in 3D with Imaris software (Oxford Instruments) and for F-actin quantification the surface-function was applied.

### Western blot analysis

For Western blot analysis, cells were pretreated with ROCK1/2-inhibitor as described above and were then lysed with radioimmuno precipitation assay buffer (Santa Cruz Biotechnology) supplemented with Phosphatase Inhibitor Cocktail 2 (Sigma-Aldrich). Using Pierce™ Bicinchoninic Acid (BCA) Protein Assay Kit (Thermo Fischer Scientific), total protein concentrations were determined. Proteins were separated by electrophoresis on a 4–12% Bis-Tris NuPAGE™ gel (Thermo Fisher Scientific), then transferred to Amersham™ Protan™ 0,45 µm nitrocellulose membranes (Ge Healthcare Life science). Antibodies are listed in Supplementary Table 5. Antibodies were diluted in 5% nonfat dry milk solution or in 5% BSA in TBS-T. The blot signal was detected using WesternBright Quantum kit (Advansta Inc., San Jose) and imaged using the INTAS Science Imaging ECL Chemostar (INTAS Science Imaging Instruments GmbH). Quantification of Western blots was done using LabImage 1D INTAS software. Uncropped Western blots are provided in Source Data.

### qRT-PCR

Quantitative polymerase chain reaction was used to measure the expression of *iNOS*, *Il-6*, *Tnfα*, *Il-10*, and *Il-1β*. Therefore, RNA from dendritic cells and macrophages, pretreated as previously described were isolated by using RNeasy Mini KIT (Qiagen) according to the manufacturer´s protocol. Isolated RNA was transcribed into single-stranded complementary DNA (cDNA) by using High-Capacity cDNA RT Kit (Thermo Fisher scientific) according to the manufacturer´s protocol. qRT-PCR was performed using Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) and experiments were run on a Roche LightCycler® 480 system (Roche Germany Holding GmbH). Each sample was measured in triplicate and gene expression was normalized to the expression of reference genes glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and hypoxanthine phosphoribosyl transferase (HPRT) by means of ΔCt method and expressed relative to the LPS stimulated group (ΔΔCT). Primer sequences are listed in Supplementary Table 6.

### Transwell migration assay

Respective dendritic cells or macrophages were treated for two hours with LPS, followed by two hours of  30 µg/mL ROCK1/2-inhibitor Y-27632 or PBS. Afterwards, 1 × 10^5^ cells were seeded in the inserts of Corning Transwell Plates (Corning, 3 µm or 5 µm pore size) and added to the plate containing RPMI-1640 with 2% FCS and 60 ng/mL CXCL12 or MCP-1. After five hours of incubation at 37 °C under a 5% CO_2_ atmosphere, the number of migrated semi-adherent cells like dendritic cells was quantified by flow cytometry. Due to their adherent nature, macrophages were fixed on the membrane with 70% ethanol for 10 min and thereafter stained with 0.2% crystal violet solution for 10 min. Migration was measured visually by counting cells in five different fields of view under Axiovert 25 inverse Microscope (Carl Zeiss Microscopy Germany) at 100× total magnification.

### Coculture of dendritic cells and T cells

Bone marrow-derived DC were generated as previously described^57^. On day 6, dendritic cells were stimulated with 5 ng/mL LPS for 24 h. On day 7, cells were incubated with 30 µg/mL ROCK1/2-inhibitor Y-27632 for two hours. Splenic T cells of C57BL/6 (H-2k^b^) mice were MACS purified using the Pan T Cell Isolation Kit II (Miltenyi Biotec) and stained with CellTrace™ Violet (Invitrogen). T cells were labeled with CellTrace^TM^ Violet (Invitrogen) at a concentration of 2 µM for 20 min at 37° in prewarmed PBS. The reaction was stopped with RPMI-1640 medium including 10% fetal calf serum (FCS). Afterward cells were washed with PBS, resuspended in proliferation medium (containing 10% FCS, 1% P/S, 25 µM β-mercaptoethanol, 0.6 µl/ml IL-2).

0.1 × 10^6^ dendritic cells and 0.1 × 10^6 ^T cells were seeded together and cocultured for 72 h at 37 °C and 5% CO_2_.

To determine cell populations, anti-CD11c, anti-CD8, anti-CD4, anti-CD80, anti-CD86 were stained and data were acquired by flow cytometer BD LSR Fortessa (BD Bioscience). Data analysis was performed using FlowJO software 11 (FlowJo,LLC, BD Science).

### Cytotoxicity assay

Splenic T-cells of C57BL/6 (H-2k^b^) mice were MACS purified using the Pan T Cell Isolation Kit II (Miltenyi Biotec) and activated with CD3/CD28 Dynabeads™ (Thermo Fisher Scientific) for three days in a 96 well plate (1 × 10^5^/well). On day 4 the beads were washed off according to the protocol and T cells were incubated with 30 µg/mL ROCK-inhibitor Y-27632 for two hours. After washing, T cells were incubated with CellTrace™ Violet (Invitrogen) labeled A20 lymphoma cells (ratio 1:1, 2:1, 4:1) for 20 h. Dead A20 cells (Zombie NIR^TM^ CD19^+^ CellTrace^TM+^ Violet) were acquired by flow cytometer BD LSR Fortessa (BD Bioscience). Data analysis was performed using FlowJO software 11 (FlowJo,LLC, BD Science).

### ROCK1 knockdown

Different shRNAs directed against the mRNA of *Rock1* were designed using the webtool SplashRNA^69^. The shRNA oligonucleotide sequences are listed in Supplementary Table 7. The oligonucleotides were custom synthesized (Sigma-Aldrich) and PCR amplified for introduction of a *BspQI* restriction site. For knockdown experiments with inducible shRNAs, the amplified oligonucleotides were cloned into the recipient pMSCV-**T**RE-ds**R**ed-miR**E**-PGK-**B**SD-P2**A**-**V**enus (TREBAV) vector by restriction digest with *SapI* (Thermo Fisher scientific). As a control for knockdown experiments, a shRNA directed against *Renilla* luciferase (Supplementary Table 7) was used. For knockdown experiments with constitutive shRNA expression, the miRE cassette containing the respective shRNA was excised from the TREBAV vector using the endonucleases *BglII* (Thermo Fisher Scientific) and *MluI* (Thermo Fisher Scientific). Thereafter, the cassette was ligated into the pMSCV-PGK-Neo-IRES-GFP vector.

### Transfection

For retroviral production, the respective plasmid DNA was transfected into the packaging cell lines Plat-E (ecotropic) or Phoenix-GP (293GP, amphotropic) using turbofect transfectant reagent (Thermo Fisher Scientific, R0532). A mixture of 1000 μl of Opti-MEM I Reduced Serum Medium (Gibco, 31985-070), 10 μg of plasmid DNA and 20 μl turbofect transfectant reagent was incubated at RT for 20 min and added to fresh media on packaging cells drop-wise. For transfection of amphotropic Phoenix-GP cells, additionally 2 μg of the pCMV-VSV-G DNA were added for pseudotyping of the retroviruses. All reagent volumes were adjusted accordingly.

### Transduction

RAW264.7 cells were seeded at a density of 0.3 × 10^6^ cells/well in a 6 well-plate in 2 ml complete medium 12 h before transduction. RAW 264.7 is a macrophage cell line that was established from a tumor in a male mouse induced with the Abelson murine leukemia virus (ATCC). After removal of 1 ml full medium and addition of 2 ml of harvested retrovirus and 4 µg/ml polybrene (Sigma-Aldrich), cells were incubated for a period of 12 h at 37 °C under 5% CO_2_. Transduced RAW264.7 cells were selected with 8 μg/ml puromycin or 40 μg/ml blasticidin, until more than 95% of cells were GFP positive.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data file

## Data Availability

The microarray data have been deposited in GEO under accession code GSE229043. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE^70^ partner repository under accession code PXD012036. Source data are provided with this paper.

# Supplementary material for: ROCK1/2 signaling contributes to corticosteroid-refractory acute graft-versus-host disease
**Source:** Nat Commun. 2024 Jan 10;15:446. doi: 10.1038/s41467-024-44703-7
**Supplement:** Supplementary file 1 — Supplementary Information

ROCK1/2 signaling contributes to corticosteroid-refractory acute graft-versus-host disease

Kristina Maas-Bauer^{1*}, Anna-Verena Stell^{1*}, Kai-Li Yan^{1*}, Enrique de Vega^{1,2*}, Janaki Manoj Vinnakota^{1*}, Susanne Unger³, Nicolas Núñez³, Johana Norona¹, Nana Talvard-Balland¹, Stefanie Koßmann¹, Carsten Schwan⁴, Cornelius Miething¹, Uta S. Martens^{1,4}, Khalid Shoumariyeh^{1,5}, Rosa P. Nestor¹, Sandra Duquesne¹, Kathrin Hanke¹, Michal Rackiewicz^{6,7}, Zehan Hu^{6,7}, Nadia El Khawanky¹, Sanaz Taromi¹, Hana Androlova¹, Hemin Faraidun², Stefanie Walter¹, Dietmar Pfeifer¹, Marie Follo¹, Johannes Waldschmidt¹, Wolfgang Melchinger¹, Michael Rassner¹, Claudia Wehr¹, Annette Schmitt-Graeff⁸, Sebastian Halbach^{5,9}, James Liao¹⁰, Georg Häcker¹¹, Tilman Brummer^{5,9,12}, Joern Dengjel^{6,7}, Geoffroy Andrieux¹³, Robert Grosse^{4,14}, Sonia Tugues³, Bruce R Blazar¹⁵, Burkhard Becher^{3*}, Melanie Boerries^{5,13*}, Robert Zeiser^{1,5,12*}

⁵ German Cancer Consortium (DKTK), Partner Site Freiburg, a partnership between German Cancer Research Center (DKFZ) and Medical Center - University of Freiburg

* K.M.B., A.V.S., K.Y., E.V., J.M.V.: These authors contributed equally,

* B.B., M.B., R.Z.: These authors jointly supervised this work

Table of contents

BM

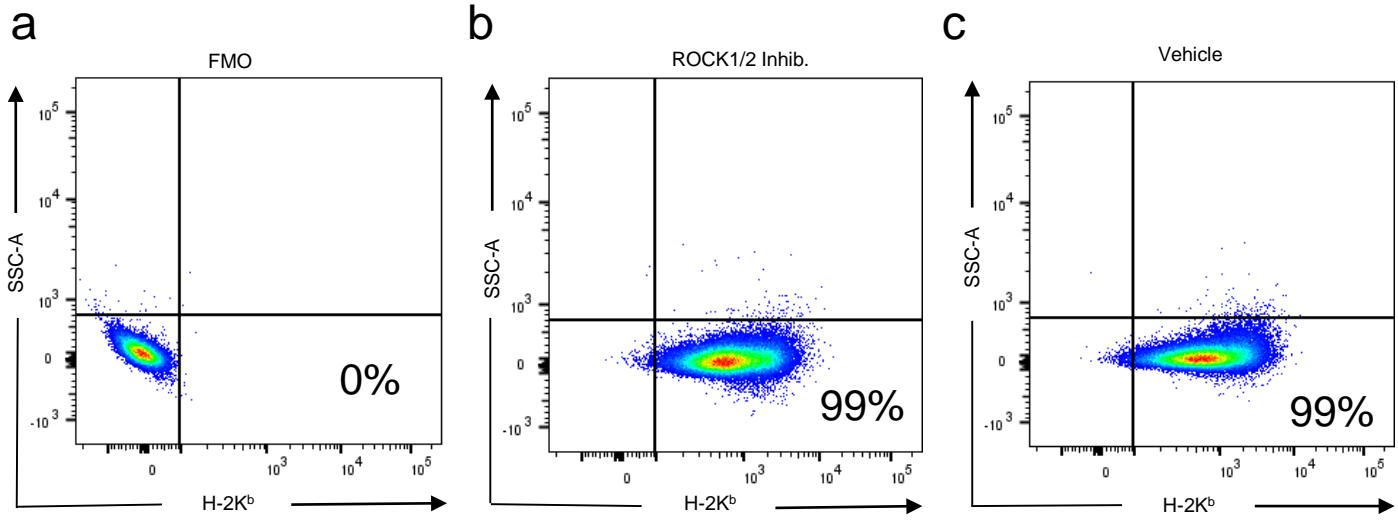

Spleen

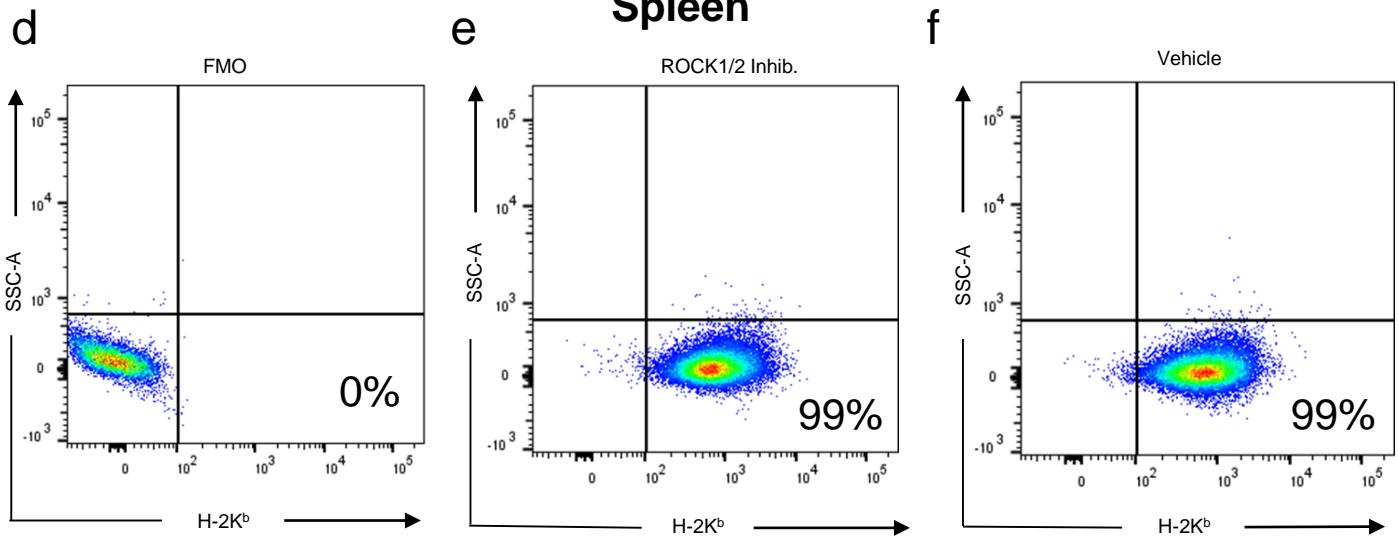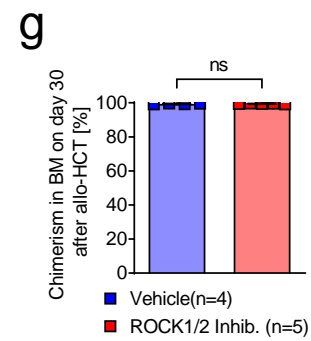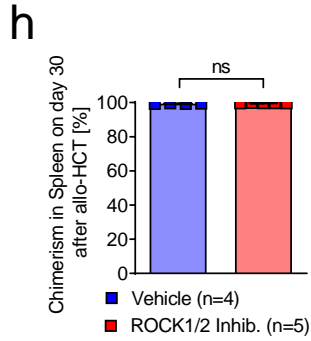

Suppl. Figure 1: ROCK1/2-inhibitor does not affect the engraftment after allo-HCT

a-h. Representative flow cytometry based chimerism analysis following bone marrow (BM) and T cell transplantation (donor C57BL/6 [H-2k^b] in recipient BALB/c [H-2k^d]). Mice in the ROCK1/2-inhibitor group were treated intraperitoneal with 8 mg/kg ROCK1/2-inhibitor (dissolved in 100 μ l PBS) from day 4 to day 13, mice in the vehicle group were treated intraperitoneal with an equal volume PBS. Donor chimerism in BM cells and splenocytes was determined 30 days after transplantation. The recipient BM cells and splenocytes were stained with fluorescent monoclonal antibody to PerCP Cy5.5-conjugated H-2k^d and APC-conjugated H-2k^b. SSC-A, side scatter area. The experiment was performed once with n=5 in the ROCK1/2-inhibitor group and with n=4 in the vehicle group.

a-f. (a) negative control of H-2k^b in BM cells. (b) bone marrow chimerism in a recipient receiving ROCK1/2-inhibitor or (c) PBS (vehicle). (d) negative control of H-2k^b in splenocytes. (e) splenocytes chimerism in ROCK1/2-inhibitor group or (f) control group vehicle.

g-h. representative flow cytometric scatter plot of H-2k^b expression in bone marrow cells (g) and splenocytes (h) on day 30 after allo-HCT. Each point represents a mouse and *P*-value was calculated using an unpaired student t-test.

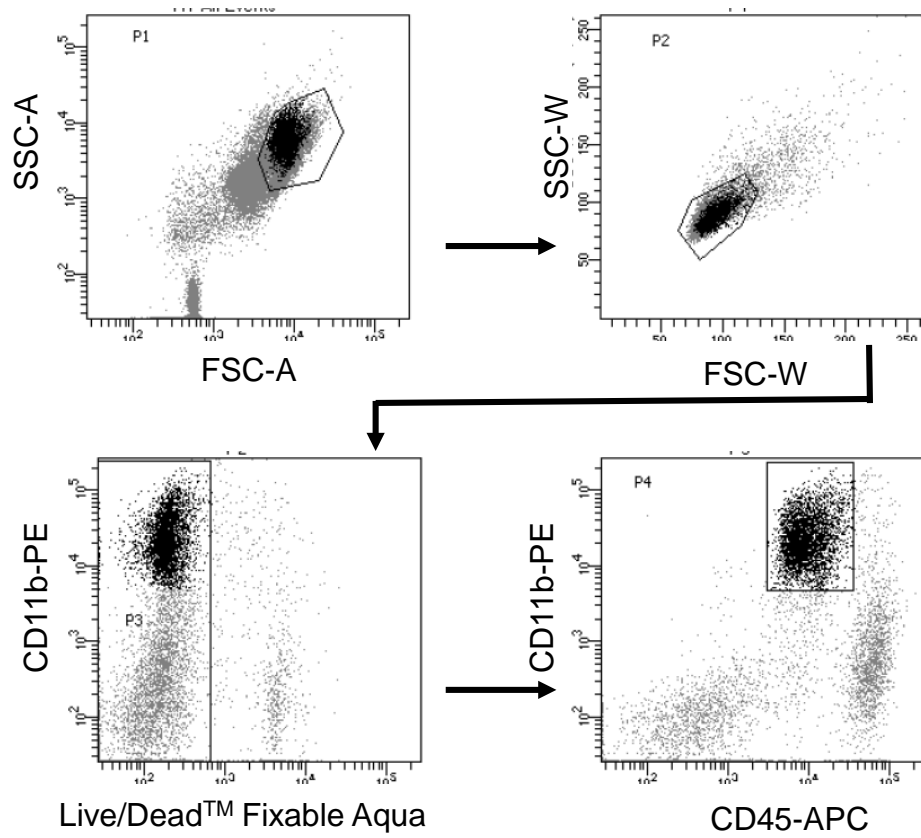

Suppl. Figure 2: Sorting Strategy for CD11b⁺ cells used in Figure 3f, 3g, 5a, 5b.

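In the sorted CD11b+ cells of ROCK1/2-inhibitor treated mice, 4 of 9 measured genes of neutrophil primary granules and early neutrophils fell and 5 did not pass the test: Mpo, which encodes myeloperoxidase, by 1.62, the transcription factor Cebpe by 1.59, the protease Prtn3 by 1.59 and Fcnb by 1.08 on the log2 scale. Of 15 genes of secondary granules, Cd177, Itgb2l and Ltf, which encodes lactoferrin, fell by 1.25, 1.12 and 0.85, and 12 did not pass the test. Both lists passed in camera (adjusted p = 1.76e-05 and adjusted p = 0.000152), and with an estimated correlation both had an adjusted p = 0.760. Of 21 genes of mature neutrophils, Stfa2, Stfa2l1 and the lectin Clec4d rose by 1.70, 1.63 and 1.48, and the list had a mean log2 fold change of 0.27 (adjusted p = 0.103). The stefin genes have near-identical copies, which the probes may not tell apart. Of 19 genes of inflammatory monocytes, Clec4a3 and Ms4a4c rose by 1.61 and 1.35, and the list had a mean of 0.34 (adjusted p = 0.152). Its mean log2 intensity minus the vehicle mean was −0.34 in V2, 0.10 in V3, 0.24 in V4 and 0.12 to 0.52 in the inhibitor mice. Markers of eosinophils, which also carry CD11b, had a mean log2 fold change of −0.46 with all 9 genes below 0 (adjusted p = 0.0970), and those of basophils and mast cells a mean of −0.21 with 10 of 13 below 0 (adjusted p = 0.152). Relative to the vehicle mean, R2 lay lowest in both lists (−1.08 and −0.64), while R1 lay above 0 (0.098 and 0.19). Adjusted over the list alone, 6 genes were lower in each granule list, 5 were higher and 2 lower in mature neutrophils, and 3 were higher and 1 lower in inflammatory monocytes.
The markers of the gate, Itgam (CD11b) and Ptprc (CD45), had log2 fold changes of −0.42 (adjusted p = 0.378) and 0.30 (adjusted p = 0.750). Lymphoid markers had mean log2 fold changes of 0.06 for T cells, 0.01 for B cells, −0.06 for plasma cells and 0.04 for NK cells. The gate may hold some of these cells, NK cells among them. For cells that the gate should leave out, the means were 0.09 for erythroid cells, 0.09 for megakaryocytes and platelets, −0.03 for endothelial cells and 0.06 for stromal reticular cells. None of these 8 lists passed in camera. Cd37, which myeloid cells also express, was the only gene in them that passed on its own, with a log2 fold change of −1.04.

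**Figure D2:**
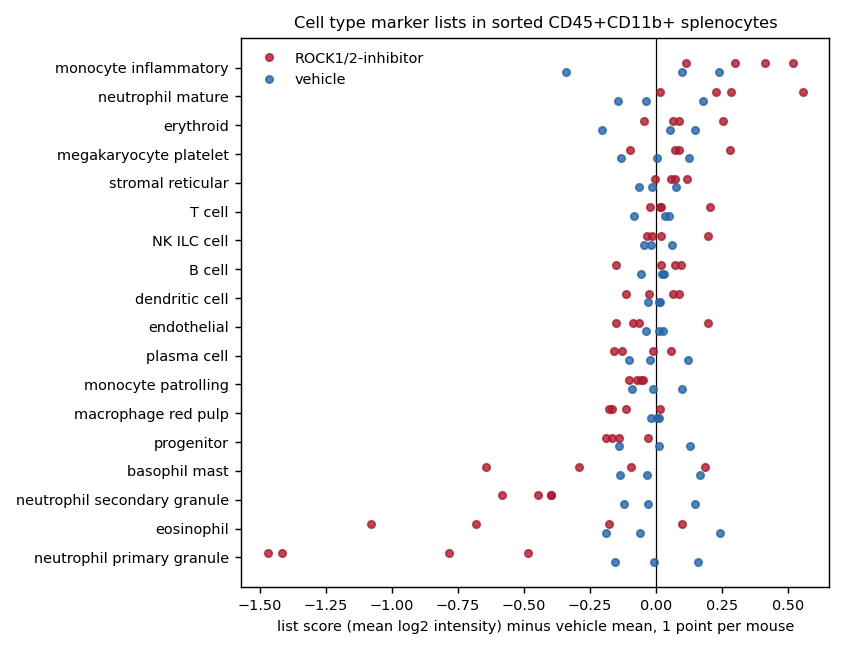
Score of each cell type marker list, as the mean log2 intensity of its genes minus the mean of the vehicle-treated mice, with 1 point per mouse. In the secondary granule list the 4 inhibitor-treated mice lie between −0.40 and −0.58, below the 3 vehicle-treated mice.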

Suppl. Table 1: Patient Characteristics – Intestinal Biopsies for the stainings for CD3 and CD14

Abbreviations: AML: acute myeloid leukemia, ALL: acute lymphoid leukemia, MAC: Myeloablative conditioning, RIC: reduced intensity conditioning, MRD: matched related donor, MUD: matched unrelated donor, MMUD: mismatched unrelated donor, PBSC: peripheral blood stem cells, CyA: cyclosporine A, MMF: mycophenolate mofetil, ATG: Anti Thymocyte globulin (Grafalon®), immunosuppression (CyA, MMF and ATG were used as prophylaxis, Decortin, ECP and ruxolitinib were used to treat GVHD.

Suppl. Table 2: SR-GVHD Patient Group analyzed via mass spectrometry – Patients characteristics; Chemotherapy conditioning regimens; transplant characteristics; GvHD manifestation and immunosuppression

Abbreviations: AML: acute myeloid leukemia, MM: multiple myeloma, MAC: Myeloablative conditioning, RIC: reduced intensity conditioning, MRD: matched related donor, MUD: matched unrelated donor, MMUD: mismatched unrelated donor, PBSC: peripheral blood stem cells, CyA: cyclosporine A, MMF: mycophenolate mofetil, ATG: Anti Thymocyte globulin

Suppl. Table 3: Steroid-responsive Patient Group analyzed via mass spectrometry – Patients characteristics; Chemotherapy conditioning regimens; transplant characteristics; previous GvHD manifestation; immunosuppression at time point of blood collection

Suppl. Table 4: Antibodies for FACS and microscopy

Suppl. Table 5: Antibodies for western blots

The primers for qPCR were self-designed and commercially synthesized by Eurofins Genomics or Integrated DNA Technologies Germany GmbH.

Suppl. Table 6: qRt-PCR primers

Suppl. Table 7: ShRNA oligonucleotide sequences

# Supplementary material for: ROCK1/2 signaling contributes to corticosteroid-refractory acute graft-versus-host disease
**Source:** Nat Commun. 2024 Jan 10;15:446. doi: 10.1038/s41467-024-44703-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Not applicable
Data analysis	Proteomics analysis: For data analysis the Perseus computational platform was used. Briefly, quantified proteins were filtered for kinases and only kinases identified in all 14 samples (6 samples per group plus one technical replicate) were further considered. Log2 transformed iBAQ values were used to identify significantly enriched kinases comparing GVHD to non-GVHD samples using a two-sided t-test, FDR 0.05, SO=0.1. Western blots: Quantification of Western blots was done using LabImage 1D INTAS software. Microarray: Microarray analysis was performed using Affymetrix Clariom S Mouse arrays. Arrays were normalized using Robust Multi-Array Average expression measure32, and probe expression values summarized to the gene level using the R/Bioconductor package pd.clariom.s.mouse. Differential analysis: A linear model based approach (limma R package)33 was used to identify the differentially regulated RNA between untreated and treated cells. Regulated RNA with Benjamini Hochberg adjusted P-value <0.05 was set as significant. For statistical analysis, an unpaired or paired t-test (two-sided) or when required a Two-way ANOVA test was applied. If the data did not meet the criteria for normality, the Mann-Whitney U test was applied unless stated otherwise in the Figure legend. Data are presented as mean and standard deviation (error bars). Differences were considered significant when the P-value was <0.05. Survival data were plotted using the Kaplan-Meier method and compared by using a Log-rank (Mantel-Cox) test. Statistical analysis was performed using GraphPad Prism (GraphPad Software V9,; San Diego, CA). Data are presented as mean and s.e.m. (error bars). Differences were considered significant when the P-value was <0.05.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data Availability

Source data are provided with this paper.

The microarray data have been deposited in GEO under accession code GSE229043:

Got to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229043>; Enter token cnevemmsfzsnzgp into the box.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE77 partner repository with the dataset identifier PXD012036.

Project Name: ROCK1 inhibition reduces steroid-refractory acute graft-versus-host disease

Project accession: PXD012036, Reviewer account details:

Code Availability

Microarray: GEO under accession code GSE229043:

Got to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229043>; Enter token cnevemmsfzsnzgp into the box.

The mass spectrometry proteomics: ProteomeXchange Consortium dataset identifier PXD012036

Project accession: PXD012036, Reviewer account details:

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

We reported the sex of the patients in our population based on self-reporting. We do not provide information on sex on the individual patient level but only summarize the number of female and male patients. Informed consent for sharing individual level data was obtained prior to the study.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

Patients who underwent allo-HCT at the University hospital Freiburg were included in the study. Patients with aGVHD were defined as non-responsive to corticosteroids (SR-aGVHD) if they had received prednisolone at a dose of 2 mg/kg bodyweight for at least 7 days without response or when aGVHD progression was documented after five days of treatment and the clinical situation required additional immunosuppressive therapy. As indicated, the control groups consisted (a) of patients who had aGVHD responsive to corticosteroids and achieved at least a partial remission to steroids, (b) patients post allo-HCT who never developed aGVHD or (c) healthy controls.

Population for intestinal biopsies (shown in Figure 1a and b(left and middle panel):

Characteristics SR-aGVHD: Age in years: 27-74 (median: 61,5), Gender: 5 female, 7 male, diagnosis (n): AML (5), ALL (2), lymphoma (3), myelofibrosis (1), chronic neutrophil leukemia (1)

Characteristics steroid responsive GVHD: Age in years: 35-74 (median: 63, Gender: 2 female, 5 male, diagnosis (n): AML (5), ALL (1), lymphoma (1)

Population for mass spectrometry (shown in Figure 2a):

SR-aGVHD: 6 Patients, age 28-74 (median 49), gender: 4 female, 4 male, diagnosis (n): AML (3), ALL (2), lymphoma (1), conditioning (n): MAC (6), graft source (n): PBSC (6), GVHD manifestation (n): skin (6), intestine (3), liver (1)

steroid responsive aGVHD: 6 Patients, age 28-71 (median 63), gender: 3 female, 3 male, diagnosis (n): AML (4), MM (2), conditioning (n): MAC (5), RIC (1), graft source (n): PBSC (6), GVHD manifestation (n): no (3) skin (3),

Recruitment

All patients who underwent allo-HCT at the University hospital Freiburg and fulfilled the inclusion criteria during the study period were included in the study. No patients were excluded. Patients with aGVHD were defined as non-responsive to corticosteroids (SR-aGVHD) if they had received prednisolone at a dose of 2 mg/kg bodyweight for at least 7 days without response or when aGVHD progression was documented after five days of treatment and the clinical situation required additional immunosuppressive therapy. As indicated, the control groups consisted (a) of patients who had aGVHD responsive to corticosteroids and achieved at least a partial remission to steroids, (b) patients post allo-HCT who never developed aGVHD or (c) healthy controls.

Ethics oversight

Human sample collection and analysis were approved by the Institutional Ethics Review Board of the Medical center, University of Freiburg, Germany). Written informed consent was obtained from each patient. All analysis of human data was carried out in compliance with relevant ethical regulations.

The study was approved by the local ethics committee (project-number: 20-1223). TSPO- PET images of 22 age-matched healthy controls were obtained from previous cohorts (64, 65), approved by the local ethics committee (project-numbers:

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For sample size in the murine survival experiments a power analysis was performed. A sample size of at least n=8 per group was determined by 80% power to reach a statistical significance of 0.05 in order to detect an effect size of at least 1.06.<br>All other experiments were performed with 4-10 biological individuals, usually in 2-3 independent experiments. The sample size was chosen based on typical sample sizes in GVHD experiments as previously reported e.g. Schwab et al., Nat. Med. 2014.
Data exclusions	No data were excluded from the analyses.
Replication	All the experimental findings were reproduced with 2 or 3 independent experiments (except supplemental Figure 1 which was performed only once with 4-5 biological individuals in each group).
Randomization	There was no randomization of mice or samples before analysis. Therefore, all samples or mice were included in our analysis.
Blinding	The experiments were performed in a non-blinded manner, because the survival is not a subjective parameter. The histological scoring was done in a blinded fashion by a pathologist not aware of the treatment groups. This approach is commonly used in GVHD experiments (e.g. Schwab et al., Nat. Med. 2014, Wilhelm et al., Nat. Med. 2010).

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

FACS Antibody Clone Dilution Cat.# Supplier
 anti-CD45 30-F11 1:200 103132 Biolegend
 anti-CD45.1 A20 1:200 110736 Biolegend
 anti-CD45.2 104 1:200 109808 Biolegend
 anti-CD11b M1/70 1:200 101224 Biolegend
 anti-Ly6G 1A8 1:200 127626 Biolegend
 anti-CD11c N418 1:200 117322 Biolegend
 anti-I-Ab AF6-120.1 1:200 116418 Biolegend
 anti-I-A/E M5/114.15.2 1:200 25-5321-82 Invitrogen
 anti-CD80 15-10A1 1:100 104713 Biolegend
 anti-CD86 GL-1 1:100 105005 Biolegend
 anti-CD3 17A2 1:200 100213 BD Bioscience
 anti-CD4 GK1.5 1:200 100431 Biolegend
 anti-CD8a 53-6.7 1:100 100712 Biolegend

anti-H2kb AF6-88.5 1:200 116518 Biolegend
 anti-H2kd SF1-1.1 1:200 116618 Biolegend
 MHC Class II (I-A/I-E) M5/114.15.2 1:100 17-5323-82 Invitrogen
 Granzyme B NGZB 1:100 25-8898-82 Invitrogen
 Perforin S16009A 1:100 154304 Biolegend
 CellTrace™ violet 5mM C34557 Invitrogen
 anti-CD19 6D5 1:400 115520 Biolegend
 Zombie NIR fixable viability dye 1:500 423106 Biolegend
 Microscopy Phalloidin Alexa Fluor 488TM M1/70 1:100 A12379 Thermo Fisher scientific
 AAntibodies Concentration Cat. # Company
 ROCK1 (C8F7) anti-rabbit 1:1000 4035S Cell signaling Technology
 NF-kB p65 (D14E12) XP® 1:2000 8242S Cell signaling Technology
 pNF-kB p65 (Ser536) (93H1) 1:2000 3033S Cell signaling Technology
 Cofilin (D59) anti-rabbit 1:1000 3318S Cell signaling Technology
 pCofilin (Ser3) (77G2) anti-rabbit 1:1000 3313S Cell signaling Technology
 Vinculin (E1E9V) XP® anti-rabbit 1:2000 13901 Cell signaling Technology
 β-actin (13E5) anti-rabbit 1:2000 4970 Cell signaling Technology
 HRP-linked anti-rabbit IgG 1:5000 #7074 Cell signaling Technology
 The PageRuler™ Prestained Protein ladder 10-180 kDa 22616 Thermo Fisher Scientific
 Suppl. Table 5: Antibodies for western blots

Validation

Antibodies were validated by titration experiments where the base line was the recommended working concentration provided by the manufacturer. Validation was performed per experimental setup and used cell type.
 The dosage for the ROCK1/2 inhibitor was based on previous publications (Tomomasa T et al., Life Sci. 2000, Meng et al., Mol Oncol. 2020)

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Mouse cell lines:

MLL-PTD/wt FLT3-ITD/wt AML cells are derived from an in vivo AML model and not a cell line that can be expanded in vitro (Matthew N et al. Nat Med 2018)
 WEHI-3B (ATCC cell line)
 RAW264.7 cells (ATCC cell line)

Authentication

The cell lines used in this study were obtained from a batch that had been previously authenticated at DSMZ, Germany.
 WEHI-3B (ATCC cell line): bought freshly from DKFZ 2022
 RAW264.7 cells (ATCC cell line) : STR profile done by the company Microsynth AG (Basel, Switzerland)

Mycoplasma contamination

The cell lines used in this study were obtained from a batch that had been previously tested for Mycoplasma contamination (PCR analysis) and were found to be negative. Cell lines were subsequently routinely tested for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

C57BL/6 (H-2Kb) and BALB/c (H-2Kd) mice were purchased from Janvier Labs (France) or from the local stock of the animal facility at University of Freiburg. Mice were used between 6 and 14 weeks of age, and only female or male donor/recipient pairs were used.
 Housing conditions: dark/light 12/12 hours, temperature: 20-24°C, humidity 45-65%

Wild animals

The study did not involve wild animals.

Reporting on sex

To rule out sex specific differences we used female donors and female recipients or male donors and male recipients.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All mouse experiments were approved by the Federal Ministry for Nature, Environment and Consumers' Protection of the state of Baden-Württemberg (Regierungspräsidium Freiburg, Freiburg, Germany) (No: G-22/103, G17/63, G18/36, G20/078, G22/007).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	BM transplantation experiments were performed as described. The major mismatch strain combinations used were C57BL/6 into BALB/c or BALB/c into C57BL/6 as indicated in the respective experiments. Briefly, recipients were injected by intravenous injection (i.v.) via tail vein with 5x10 ⁶ BM cells after lethal irradiation with 1000 cGy (BALB/c recipient) or 1100 cGy (C57BL/6 recipient), using a 137Cs source split into two equal doses and four hours apart. To induce aGVHD, CD4+ and CD8+ T cells were isolated from donor spleens and enriched with the MACS cell separation system and the Pan T Cell Isolation Kit II (Miltenyi Biotec, Germany) according to the manufacturer's instructions. CD4+/CD8+ T cells were given at a dosage of 0.3-0.5x10 ⁶ on day 0 as indicated in the respective experiments.
Instrument	The majority of data were acquired on a BD LSR Fortessa and BD Fusion for cell sorting.
Software	The majority of data were analyzed using FlowJo (Flowjo 10.4 or 10.6, LLC) software.
Cell population abundance	The gating strategy was determined using unstained controls, single stains and fluorescence minus one (FMO) controls.
Gating strategy	All experiments were performed using appropriated controls and compensation controls were also considered. Cells were first gated using SSC-A vs FSC-A, doublet cells were excluded by gating on FSC-H vs FSC-A and subsequent SSC-H vs SSC-A, dead cells were excluded using LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (L34966) or Zombie Red™ Fixable Viability Kit (423109). Subsequently, the desired parameters were gated. Unstained controls, single stains and fluorescence minus one (FMO) controls were used for appropriate gating on desired parameters and differentiation between positive and negative cells. Gating strategy will be provided upon request

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

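Gene expression was measured in CD45+CD11b+ cells sorted from the spleens of 4 mice treated with the ROCK1/2-inhibitor and 3 vehicle-treated mice on day 14 after allo-HCT, on 1 Clariom S Mouse array per mouse. The authors normalized the arrays with Robust Multi-Array Average (RMA), summarized the probes to the gene level with the package pd.clariom.s.mouse, and deposited log2 intensities. The submitters' processing notes name oligo and RMA without a version, and the genome build behind the array's annotation is not given in the sources used here. The step from scanned probes to log2 values was not repeated, so background correction and quantile normalization stay as the authors ran them.
The deposited table holds 22203 rows, of which 22139 are transcript clusters and were tested; the other 64 have other identifiers and entered 1 alternative. A platform annotation gives 1 gene symbol for 19572 rows, several for 0 and none for 2631. All 19572 were matched by Entrez ID to a gene table of the mouse assembly GRCm38.p6, which changed 0 symbols. A gene with several transcript clusters, as for 33 symbols, was represented by the brightest over all arrays. Some genes drawn in Fig. 6a and Fig. 6b have no row named here and were not analysed. Genes with near-identical copies, such as the histone, Bcl2a1 and stefin families, may share probes.
Inhibitor and vehicle were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, no covariates, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all transcript clusters with a threshold of 0.05, as in the paper's methods. Gene lists were tested with camera at its preset correlation of 0.01 and again with an estimated correlation, and with fry, adjusted over 44 lists, of which 1 is not reported here. Reactome sets from the fgsea package 1.28.0 with 10 to 300 measured genes were tested in the same way. Scores of lists and principal components were compared by exact permutation over the 35 splits of the arrays into 4 and 3. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9, and statmod 1.5.0 was installed for fry and robust fits.
The comparison, the gene lists and the alternatives were fixed before the data were examined, except cyclic loess normalization and the histone and RNA groups of the closing section, which were added after a first look at the comparison. The lists were written from general knowledge, those of the paper's pathways after the hallmark sets of the same names, and may differ from those sets. Named genes are the 10 largest changes in each direction among called genes with a symbol and no overlap between the groups (predicted genes, olfactory and vomeronasal receptor genes and small RNAs left out), the genes drawn in Fig. 3g, Fig. 6a and Fig. 6b, whose colours had been seen, genes the paper measures by other means, and up to 4 members of each list with the smallest p. Other genes past the threshold, such as Tpi1 and Hk3, were named after their values were seen. Alternatives were a trended and robust variance model, array weights, quantile normalization again, median centring, dropping the dimmest 25% of rows, all rows, only rows with 1 gene symbol, the replicate number as a block, and leaving out each array.
The test was tried on simulated arrays with 200 changed genes among 22139 rows. Of these, 49 of 100 genes with a log2 fold change of 1 and 91 of 100 with a log2 fold change of 2 were recovered, and 7 unchanged genes were called. The noise was drawn independently for each gene and array, unlike differences that many genes of a real array share. The 7 arrays limit the precision of each value, and each array comes from a separate mouse, so the spread covers differences between mice.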

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

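Tests of the neutrophil granule genes and of the position of R1 were chosen after those results had been seen; the counts over other splits of the arrays and the cyclic loess test were set before their own results but after a first look at the comparison.
Lists other than the 3 signaling pathways that the paper draws from these arrays passed in camera with a mean log2 fold change of 0.45 for the inflammasome and pyroptosis, −0.34 for reactive oxygen production, −0.61 for glycolysis and hypoxia, −0.25 for the cell cycle, 0.23 for ribosomal proteins, −1.04 for neutrophil primary granules and −0.46 for secondary granules. With an estimated correlation 0 of the 41 lists outside the paper's pathways passed. In fry 3 did, those of glycolysis and hypoxia, the inflammasome and secondary granules (adjusted p = 0.0477 from fry for each). Of 35 splits of the arrays, 14 gave as many lists or more, up to 14 against 7 in the real one, so chance cannot be excluded for their number. For the Reactome sets 17 of 35 splits gave as many or more, up to 309 against 50, so chance cannot be excluded for these either.
For 3 genes among the 55 with the largest changes or drawn in the paper's panels, 1 array lay far from the other arrays of the inhibitor group: R1 for Cxcl3 (gap over range 0.852) and Stat3 (0.915), and R4 for Ltbr (0.863). Chance gives this in about 1 group in 20, and 0 of 6 summary measures showed it.
Of the neutrophil granule genes, 4 of 9 primary and 3 of 15 secondary ones fell, and 3 of 21 mature neutrophil genes rose. A lower share of neutrophils among the sorted cells would lower all of them by about as much, if neutrophils are their main source. The mature genes had a median of 0.056 (quartiles −0.19 to 0.59). On that condition, this argues against a lower share as the whole cause for the primary granule genes (median −1.08). For the secondary ones a lower share stays open. Their median of −0.27 lies closer to that of the mature genes than the interquartile range of the mature genes, 0.78. The condition was not tested. Other myeloid cells may express some of the mature genes, and the inflammatory monocyte list had a mean of 0.34. More cells of types outside the myeloid lineage would raise their markers, and the highest mean among 8 such lists was 0.091, although a small share could be hidden. A shift toward later neutrophil stages under the inhibitor was not tested and stays open, as does a change in other myeloid cells, since the eosinophil list lay below 0 as well.
R1 lay between the groups: its position on the axis from the vehicle mean (0) to the mean of the other inhibitor arrays (1) was 0.501. The positions were 0.823 to 1.04 for R2 to R4 and 0.445 for V4, the vehicle array nearest to the inhibitor group. Each array was left out of its own axis, so the axes differ and those of the other arrays include R1. In 11 lists the other inhibitor mice and the vehicle mice did not overlap, and R1 lay beyond all vehicle mice on the side of the inhibitor group in 8 of them, among them the inflammasome, glycolysis and secondary granule lists, but not in 3, the lists of reactive oxygen production, mature neutrophils and red pulp macrophages. The array that correlated best with R1 was a vehicle array (0.970, the highest value between the groups). A single wrong label on R1 cannot be told apart from a mouse with a weaker response, since 0.501 lies above every vehicle array but by less than their spread and the lists point both ways. The count of 494 genes was the highest of the 35 splits (1 of 35), and the next, 416, set R1 with the vehicle mice, so a chance split reaching the count is argued against as far as 35 splits allow. For most of the called genes, differences that depend on signal and were left after normalization are argued against as the whole cause, since 91.3% passed again after cyclic loess. This does not extend to every list. The mean moved from 0.23 to 0.10 for ribosomal proteins, from −0.46 to −0.61 for secondary granules and from −0.23 to −0.31 for actin polymerization. It stayed at 0.45 for the inflammasome.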

How the results depend on the processing

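Cyclic loess was chosen after the data were seen; the other alternatives were set before. All 494 called genes kept their direction under every setting that tested them. With an array left out this could not come out otherwise, since the arrays of the groups did not overlap in any of the 494. With a trended and robust variance model, array weights, quantile normalization again, median centring, all rows or cyclic loess, 413 to 657 genes passed. The count was 410 with only named rows and 726 with the dimmest rows dropped (408 lower), where fewer rows were tested. Leaving out 1 array gave 2 to 1035 called genes (1035 without R1, 2 without R2, 4 without R3, 2 without R4, 2 without V2, 34 without V3, 534 without V4), 0 to 416 higher and 2 to 619 lower; fewer arrays remain there, but the cause of the rise without R1 was not tested.
The replicate numbers did not pair the samples: arrays that share a number had correlations of their deviations of 0.096, −0.128 and −0.032, and 2 of 6 arrays correlated best with their own number. No vehicle array carries number 1, so with the replicate number as a block R1 drops out of the comparison as well, and the fold changes are those without R1. In this setting 964 genes passed (395 higher, 569 lower), the TNF list had a mean of −0.013, Fig. 3g had 5 called genes, Cxcl12 was at −0.076, the share between the groups was 61.6% (exact p = 0.25, the smallest that 3 pairs allow) and the first component held 61.7%.
For the IL-6 list the mean was 0.16 without the genes of Fig. 3g, which are drawn as downregulated, so that leaving them out raises the mean by itself; it was −0.15 to −0.036 with 1 array left out. The PI3K list kept a mean of −0.17 with an estimated correlation and in fry but lost its call (adjusted p = 0.892 and adjusted p = 0.231), as it did without V4 (−0.10), and without the genes of Fig. 6a (−0.12), where leaving out genes drawn as lower weakens it by itself; with 1 array left out it was −0.22 to −0.10, and the range of its adjusted p over all alternatives was 0.00168 to 0.892. The TNF list lay at −0.029 to 0.039 with 1 array left out.
Fig. 3g had 5 called genes with array weights, 6 with quantile normalization again, 7 with the dimmest rows dropped, 6 with cyclic loess and 17 at an unadjusted p under 0.05, and 0 to 7 with 1 array left out (7 without R1, 0 without R2, R3, R4, V2 or V3). Fig. 6a had 2 with the trended model and 0 to 5 with 1 array left out, and Fig. 6b 0 to 10 (both 0 without R2, R3, R4, V2 or V3; 2 and 5 without V4). Other lists past the threshold numbered 0 with an estimated correlation, 3 in fry and 6 to 11 with 1 array left out (11 without V3); Reactome sets 0, 2 and 39 to 59. With the replicate block, where R1 drops out too, the ribosomal list lost its call (mean 0.087, adjusted p = 0.351), and the eosinophil (−0.65, adjusted p = 0.0138) and basophil and mast cell lists (−0.34, adjusted p = 0.0456) passed.
The share between the groups was 23.8% with scaled rows (exact p = 0.0571) and 34.1% to 45.1% with 1 array left out, where the smallest exact p is 0.1 or 0.0667. The first component held 26.6% with scaled rows, 65.9% and 71.8% over the 1000 and 500 most variable rows, and 41.2% to 47.5% with 1 array left out. Among named genes, signs turned for 8 that had not passed the test: Cxcl12 at −0.032 with array weights, Nos2 at −0.0088 with quantile normalization again and −0.0086 with cyclic loess, and with 1 array left out Cxcl12 (−0.14 to 0.15), Nos2 (−0.087 to 0.062), Limk1 (−0.058 to 0.24), Itgax (−0.11 to 0.16), Il10 (−0.21 to 0.035), Uty (−0.032 to 0.069), Eif2s3y (−0.21 to 0.012) and Eif2s3x (−0.43 to 0.11). The causes were not tested.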

Differences from the paper's values

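No value that the figures show for these arrays differed from the value obtained here under the setting of the paper's methods, where the drawn genes were analysed here. The paper states, citing Fig. 6b, that expression of TNF and NF-κB signaling genes was lower with ROCK1/2-inhibition. It also reports less NF-κB phosphorylation in DCs and macrophages in vitro, which these arrays do not measure. The list used here was written from general knowledge and is not the paper's own set. Over its 191 measured genes, 95 lay above 0 and 96 below, 5 rose and 7 fell. The mean log2 fold change was 0.00 (adjusted p = 0.978 from camera). Among the 10 genes of Fig. 6b analysed here, which leave out the arrowed Nfkb1, 7 fell and 3 rose. The panel draws the same arrays and each of the 10 passed the test, so their tally is not independent evidence of a direction.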

Other observations

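Tests of the histone genes were chosen after their values had been seen, except that on histone variants, whose reading against their spread was set later, and the bounds for the cell cycle genes and RNAs without a poly(A) tail were revised after the first run.
Of 25 genes of integrins and adhesion, 2 fell, 1 rose and 22 did not pass the test: Itgb2, the β2 chain shared by CD11b and LFA-1, fell by 1.42 and Fermt3, which encodes the integrin activator kindlin-3, by 1.38 on the log2 scale, while Rap1a rose by 1.37 (list mean −0.17, adjusted p = 0.258). The endosomal RNA sensor gene Tlr7 rose by 1.89 and the cytokine gene Il15 by 0.98. Of 36 genes of the type I interferon response, Ifi213 and Ifi204 rose (log2 fold change 1.18 for Ifi213), Oas3, Cmpk2 and Ifih1 fell (−1.28 for Oas3 and −1.30 for Cmpk2) and 31 did not pass the test (list mean −0.16, adjusted p = 0.404). Of 45 genes of oxidative phosphorylation, Uqcrb, Ndufa5 and Cox7c rose by 1.30, 1.27 and 0.95, Atp5d fell by 2.02 on the log2 scale, Ndufs1 and Cox6a1 fell as well and 39 did not pass the test (list mean −0.0048, adjusted p = 0.716). The 3 Bcl2a1 copies Bcl2a1a, Bcl2a1b and Bcl2a1d rose together, which shared probes can give.
Several genes that the paper measures as protein or in other cells had these values in CD11b+ splenocytes. Rock1 had a log2 fold change of 1.43 (adjusted p = 0.0640), Cd80 of 1.03 (adjusted p = 0.0980), Cd86 of 0.50 (adjusted p = 0.236), H2-Ab1 of −1.12 (adjusted p = 0.247), Cfl1, which encodes cofilin, of −0.85 (adjusted p = 0.0515), Rela of 0.50 (adjusted p = 0.358) and Nos2 of 0.01 (adjusted p = 0.993).
Replication-dependent histone genes were lower with the inhibitor: of 53 measured, 51 lay below 0, 19 fell, H1f2 rose and the median log2 fold change was −1.01. Fewer cycling cells stay open, since the cell cycle list had a median of −0.17, in the same direction but smaller, and Mcm2 and Rrm2 fell. A lower recovery of RNAs without a poly(A) tail cannot be told apart either: Rmrp, at −2.15, was the only other such RNA measured, and its value had been seen. Histone variants that carry a poly(A) tail had a median of −0.065 over 8 genes (quartiles −0.31 to 0.22), which argues against a fall of all histone genes alike. The arrays used a kit that amplifies from the 3' end, according to the labels.
For the pathway lists of the paper, the mean of the PI3K list (−0.17) was the largest in size of 35 splits of the arrays (1 of 35, the next 0.16). The list holds genes that the study drew as lower on these arrays, and without them the mean was −0.12. The shorter list was not run over the splits, so they cannot decide about chance here. For the IL-6 list (−0.11) 13 of 35 splits gave a mean as large, up to 0.15, and for the TNF list 35 of 35 did, up to −0.10, so chance cannot be excluded for these.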
